# Dysfunctional mitochondria accumulate in a skeletal muscle knockout model of *Smn1*, the causal gene of spinal muscular atrophy

**DOI:** 10.1038/s41419-023-05573-x

**Published:** 2023-02-27

**Authors:** Francesco Chemello, Michela Pozzobon, Lorenza Iolanda Tsansizi, Tatiana Varanita, Rubèn Quintana-Cabrera, Daniele Bonesso, Martina Piccoli, Gerolamo Lanfranchi, Marta Giacomello, Luca Scorrano, Camilla Bean

**Keywords:** Transcriptomics, Gene expression profiling

## Abstract

The approved gene therapies for spinal muscular atrophy (SMA), caused by loss of survival motor neuron 1 (SMN1), greatly ameliorate SMA natural history but are not curative. These therapies primarily target motor neurons, but SMN1 loss has detrimental effects beyond motor neurons and especially in muscle. Here we show that SMN loss in mouse skeletal muscle leads to accumulation of dysfunctional mitochondria. Expression profiling of single myofibers from a muscle specific *Smn1* knockout mouse model revealed down-regulation of mitochondrial and lysosomal genes. Albeit levels of proteins that mark mitochondria for mitophagy were increased, morphologically deranged mitochondria with impaired complex I and IV activity and respiration and that produced excess reactive oxygen species accumulated in *Smn1* knockout muscles, because of the lysosomal dysfunction highlighted by the transcriptional profiling. Amniotic fluid stem cells transplantation that corrects the SMN knockout mouse myopathic phenotype restored mitochondrial morphology and expression of mitochondrial genes. Thus, targeting muscle mitochondrial dysfunction in SMA may complement the current gene therapy.

## Introduction

Spinal muscular atrophy (SMA) is a severe motoneuron disease caused by a genetic defect in the *SMN1* gene encoding for the survival motoneuron protein SMN1. The loss of SMN1 is lethal in human. The motor neurons of the anterior horns of the spinal cord degenerate in SMA patients, resulting in fatigue, atrophy of the proximal muscles, and paralysis of respiratory muscles. In most tissues, a paralogue human gene (*SMN2*) exists. However, this gene is aberrantly spliced originating an unstable, degraded SMN protein. Only 10–20% of *SMN2* mRNA originates a full-length stable SMN protein that can rescue SMN1 loss. The existence of *SMN2* constitutes the rationale for two of the three recently approved gene treatments for SMA [1]. While all these 3 therapies aim at SMN restoration, Nusinersen and Risdiplam target SMN2, whereas Zolgensma targets SMN1. Nusinersen is an AntiSense Oligonucleotide (ASO) that binds to a specific sequence in the *SMN2* RNA altering its splicing pattern to produce a functional SMN protein only in the central nervous system; Risdiplam works by correcting SMN2 splicing preventing the removal of exon 7 from the mature mRNA; Zolgensma is an adeno-associated viral vector (AAV) gene therapy that delivers the SMN transgene and produces the full-length functional SMN protein. While treated patients show improvements in neuromotor tone and lifespan, ongoing loss of SMN function and presence of neuromuscular symptoms remain. In fact, patients still exhibit motor function deficits [2, 3] and the muscle atrophy that characterizes SMA cannot be rescued [4]. Although SMA has long been considered a disease restricted to motor neurons, the involvement of other tissues and cells including skeletal muscle [5–8], pancreas [9, 10], liver [9–11], kidney [12], spleen [13, 14], vasculature [15, 16], heart [17–19] and Schwann cells [20–22] is now clear.

Because of the ubiquitous expression of SMN and especially in the skeletal muscle, drugs that target skeletal muscle may enhance the efficacy of the therapies upregulating SMN and slowing the central process of motor neuron loss. In fact, novel muscle-specific therapies that inhibit myostatin (SRK-015) [23] or sensitize the troponin complex to lower the threshold for muscle contractility and to reduce the metabolic energy cost of contraction (CK-2127107) [24] are currently in clinical trial. Promising early results show that skeletal muscle could be targeted to improve motor function in SMA.

A better understanding of the molecular mechanisms underlying the unique role of skeletal muscle in SMA disease may help the design of rationale therapies. With this question in mind, we set out to investigate the pathobiology of SMN loss in a mouse model of conditional skeletal muscle *Smn1* deletion. By combining single fibers transcriptional analyses and functional studies, we show that SMA muscles accumulate dysfunctional mitochondria that are not selectively removed. These altered mitochondria impair Ca^2+^ buffering and lead to the accumulation of reactive oxygen species (ROS). Transplantation of amniotic fluid stem (AFS) cells that have been shown to ameliorate the phenotype of a muscle-specific SMA model [25] also recovers mitochondrial function in the *Smn1* deleted mouse model. Our findings point to the mitochondria of skeletal muscle as therapeutic targets additional to *SMN1* and *SMN2* in SMA.

## Materials and methods

### Mice

Male C57BL/6 (Ly5.2) GFP^+/−^ mice and female C57BL/6 (Ly5.2) GFP^−/−^mice were used to obtain both Ly5.2 GFP^+/−^and GFP^−/−^embryos. *HSA‐Cre, Smn*^*F7/F7*^mice (from now on *Smn1*^*ΔSkm*^*)* were used as recipients. Male mice were used for the experiments. Sample size was chosen to use the fewest number of animals to achieve statistical significance; no statistical methods were used to predetermine sample size. Mouse experiments were not randomized since the mice used for the study were identified by genotyping. In other experiments, when mice were treated they were randomly assigned to no treatment or AFS cells treatment. Blinding was not always possible during data collection because mouse phenotypes were easily linkable to the corresponding genotypes. The investigators were blinded to group allocation during data analyses. All experimental samples were included in the analyses, with no data excluded. All procedures were approved by the University of Padua’s Animal Care and Use Committee (CEASA, protocol references 107/07 and 41056) and, in accordance with Italian law, were communicated to the Ministry of Health and local authorities.

### Amniotic fluid collection and stem cell selection

Amniotic fluid samples have been collected as already described [25]. Briefly, murine amniotic fluid was extracted from fetuses (E11.5–13.5) and c‐kit^+^ cells were isolated using the Miltenyi Mouse Lineage Cell depletion kit and then CD117 MicroBeads (all from Miltenyi Biotech, Cologne, Germany). The cells freshly isolated have been already characterized [26].

### Cell injection

Three‐month‐old *Smn1*^*ΔSkm*^ mice were randomized to receive either no treatment or AFS cells as described in Piccoli et al. [25]. In vitro expanded AFS cells were sorted with an Aria FACS system (Becton Dickinson, Franklin Lakes, New Jersey, USA), selected for the expression of GFP and c‐kit and injected via tail vein in *Smn1*^*ΔSkm*^ mice. One month after post-transplantation mice were sacrificed to isolate single muscle fibers.

### Single fiber isolation

Single myofibers were isolated from AFS-transplanted animals and from C57BL/6 GFP^+^ mice, as previously described [25]. Briefly, *tibialis anterior* muscles were dissociated 2 h at 37 °C in 0.2% (wt/vol) type I collagenase (Sigma-Aldrich, St.Louis, Missouri, USA). Following digestion, dissociated muscles were transferred in DMEM (low glucose; Invitrogen, Waltham, Massachusetts, USA) on a horse serum (Invitrogen)-coated 10 cm dish (Falcon; BD Biosciences) and gently triturated with a wide-bore pipette to release single myofibers. Myofibers were individually collected under a stereo microscope.

### Microarray profiles

Amplification and labeling of RNA from single fibers were fully described in our previous work [27]. Briefly, RNA was purified from each single myofiber and exponentially amplified using the TransPlex Whole Transcriptome Amplification 2 Kit (Sigma-Aldrich). RNA was reverse-transcribed in a cDNA library, and the library was amplified for 18 cycles. cDNA was then labeled by using the Genomic DNA Enzymatic Labeling Kit (Agilent Technologies, Santa Clara, CA, USA). Labeled cDNA was purified using the Amicon 30 kDa filters (Millipore, Burlington, MA) and quantified. Microarray experiments were performed as previously described [27] with SurePrint G3 Mouse Gene Expression 8 x 60 K microarray platforms (Agilent Technologies).

### Microarray data processing and statistical analyses

All the procedures were already described [27]. Briefly, probes features were extracted. Intra- and inter-array normalizations were directly performed, and data were Log2 transformed and not available (NA) value was assigned if Found and/or Well Above Background flags were not positive. Expression values of probes with the same sequence were mediated. Only probes with at least 75% available values (i.e. no more than 25% of NA values) were taken into consideration for the further analyses.

In myofiber microarray experiments, 8, 12 and 7 myofibers isolated from respectively Wt, *Smn1*^*ΔSkm*^ and AFS-treated *Smn1*^*ΔSkm*^ mice (total: 25 microarrays) were analyzed.

Microarray data were analyzed using the MultiExperiment Viewer (MeV, Ver. 4.8), a tool of TM4 Microarray Software Suite [28].

Samples (myofibers) were hierarchically clustered using the Pearson’s correlation distance and average linkage method. To identify the differentially expressed (DE) genes, we performed unpaired two-class Significance Analysis of Microarrays (SAM) [29]. Genes with a q-value <0.001 (based on 1000 permutations) were considered as DE.

DE genes were categorized in gene ontology (GO) classes using the Functional Annotation Clustering method, a bioinformatic tool of the DAVID database [30]. Only GO terms with an enrichment score greater than 1.3 and with *P* value less than 0.05 were considered.

Genes that significantly correlate with a defined template expression pattern were identified by using the Pavlidis Template Matching algorithm [31] in TIGR Multi Experiment Viewer.

The oPOSSUM tool was used to detect the enrichment of transcription factors in the promoter of DE genes [32].

### Microarray data availability

The accession number for the raw microarray data reported in this paper is NCBI GEO: GSE207890.

### Transmission EM

Skeletal muscle specimens from Wt and *Smn1*^*ΔSkm*^ mice were fixed in 2% formaldehyde, 2.5% (V/V) glutaraldehyde in 0.1 M Na-cacodylate (pH 7.4) overnight at 4 °C. EMs were acquired as described [27]. Quantification of mitochondrial morphometry (area, perimeter, total number of damaged mitochondria) in electron micrographs was performed using ImageJ.

### Western blot analysis

Skeletal muscle mouse tissues were homogenized and lysed in RIPA buffer supplemented with protease inhibitors (PIC, Sigma-Aldrich). Protein concentration was determined using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). Lysates were then boiled in sample buffer (Invitrogen) supplemented with 1 mM dithiothreitol, separated on gels, and transferred to polyvinylidene difluoride (PVDF) membranes (Immobilon P, Millipore). Membranes were probed with the following antibodies: NDUFA9 (Abcam, Cambridge, UK, ab14713); SDHA (Abcam, ab14715); ATPV5 (Abcam, ab14748); TOMM20 (Thermo Fisher Scientific, MA524859); TUBULIN (Santa Cruz Biotechnology, USA sc-5286); SMN1 (Santa Cruz Biotechnology, sc-15320); GADPH (Sigma-Aldrich, G9545); p62 (MBL International, USA, PM045); PINK (Novus Biologicals, BC100-494); VINCULIN (Merck V9264); LC3 (MBL International, PM036); PARKIN (Santa Cruz Biotechnology sc-32383); LAMP1 (Abcam, ab25245); LAMP2 (Abcam, ab203224); eiF2a (Cell Signaling Technology, 5324) and P-eiF2a (Cell Signaling Technology, 3398).

### Measurement of oxygen consumption

Mitochondria were isolated by differential centrifugation from skeletal muscles of Wt and *Smn1*^*ΔSkm*^ mice as previously described [33]. For oxygraphic measurements, 250–500 μg of mitochondrial protein extracts were incubated in a buffer containing 225 mM sucrose, 75 mM mannitol, 10 mM Tris-HCl (pH 7.4), 10 mM KCl, 10 mM KH_2_PO_4_, 5 mM MgCl_2_, and 1 mg/ml fatty-acids-free BSA (pH 7.4). Oxygen consumption was evaluated by a Clark oxygen electrode (Hansatech, Instruments). After OCR baseline was established, a solution containing 5 mM succinate and 2 μM rotenone for cII-dependent respiration, ADP to stimulate ATP-coupled oxygen consumption, oligomycin and FCCP were sequentially added.

### Blue native gel electrophoresis

Blue native gel electrophoresis (BNGE) analysis was performed as described in [33]. Briefly, 250 μg of isolated muscle mitochondria were resuspended in native page buffer (Invitrogen), protease inhibitors, and 4% digitonin, incubated for 1 h on ice and centrifuged at 20,000 × *g* at 4 °C. after adding 5% Coomassie G250. 30 μg were separated by 3–12% gradient BNGE and stained with for in-gel activities.

### Biochemical analysis of MRC complexes

Skeletal muscle mitochondria were resuspended in 10 mM Tris-HCL pH 7.6. The spectrophotometric activity of complex I (CI), complex II (CII), complex III (CIII), and complex IV (CIV), as well as citrate synthase (CS), was measured as described in Brischigliaro et al. [34].

### Cytochrome c oxidase assay

Transverse sections (10 μm thick) of isopentane‐frozen *gastrocnemius* muscle of 3 months old Wt and *Smn1*^*ΔSkm*^ mice were incubated at 22 °C for 30 min with PMS (0.2 mm), NBT (2 mm), and sodium succinate (130 mm) in the absence of any COX inhibitors [35]. Sections were mounted with Eukitt mounting medium (BIOSIGMA, Italy), observed under Leica DM6 microscope (Leica), and pictures taken using Leica LAS X Suite software.

### Measurement of H_2_O_2_ release in permeabilized fibers

Dissection and permeabilization of fibers bundles with saponin were performed as described previously [36]. Briefly, *tibialis anterior* muscles were removed from Wt and *Smn1*^*ΔSkm*^ mice and placed into precooled buffer X (2.77 mM CaK_2_EGTA, 7.23 mM K_2_EGTA, 6.56 mM MgCl_2_, 0.5 mM dithiothreitol (DTT), 50 mM K-MES, 20 mM imidazol, 20 mM taurine, 5.3 mM Na_2_ATP, 15 mM phosphocreatine, pH 7.3 at 4 °C) containing saponin (30 µg/ml). After 30 min of incubation with mild shaking, 3 washes with buffer Z containing 30 mM KCl, 10 mM KH_2_PO_4_, 5 mM MgCl_2_-6H_2_O, 105 mM K-MES, and 0.5 mg/ml BSA were performed. H_2_O_2_ emission was measured in permeabilized fiber bundles by using Amplex Red Hydrogen Peroxide/Peroxidase Assay Kit (Thermo-Fisher). The fluorescence signal was then detected in a plate reader (Fluoroskan, Thermo Scientific) with excitation at 544 nm and emission at 590 nm.

### Cytosolic and mitochondrial calcium determination

Single muscle fibers were isolated from *flexor digitorum brevis* (FDB) muscle from mice of the indicated genotypes as previously described [27]. Isolated fibers were left to sediment onto a Matrigel®-coated 35 mm-dish overnight (BD Biosciences). Fibers were then loaded with Fura2-AM (5 µM, Molecular Probes, USA), pluronic acid 0.04% and sulfinpyrazione 250 µM, at 37 °C for 40 min, to measure cytosolic calcium transients. Fibers were instead loaded with Rhod 2AM (5 µM, Molecular Probes) and Hoechst 33342 (0,2 µg/ml) for 30 min at 37 °C and 15 min at room temperature. Fura2 signal was acquired in single fibers at rest and after administration of 30 mM caffeine (Sigma).

### Tetramethylrhodamine, methyl ester (TMRM) assay

Single muscle fibers were isolated from *tibialis anterior* (TA) muscles from mice of the indicated genotypes as previously described [27], and loaded with 20 nM tetramethyl rhodamine methyl ester (TMRM) in media supplemented with glucose and cyclosporin H (1 µM, Merck) to inhibit the plasma membrane multidrug resistance pump), for 30 min at 37 °C. TMRM fluorescence intensity was measured using an Operetta (Perkin Elmer) high content imaging system every 15 min. Where indicated, oligomycin (5 µM, Merck) or 10 µM FCCP were added.

### Cell culture and treatments and lentiviral transduction

C2C12 (ATCC, CRL-1772) myoblasts were grown and led to differentiate into myotubes as previously described [27]. Cells tested negative for mycoplasma in routine, monthly testing. C2C12 myoblasts were seeded at 80% confluency and transfected using Lipofectamine 2000 (ThermoFisher Scientific) following the manufacturer’s instructions with 75 nM of Silencer Select siRNA for *Smn1* (4390816) or Silencer Select scrambled sequence, purchased from ThermoFisher Scientific.

Knockdown of *Smn1* in C2C12 differentiated myotubes for 10 days was performed by lentiviral delivery of shRNA. Viral particles produced from four individual MISSION shRNA were used to find the highest level of knockdown (Sigma-Aldrich TRCN0000072019, TRCN0000072020, TRCN0000072021, TRCN0000072022); non-target shRNA (Sigma-Aldrich SHC016) was used as control. Myoblasts and myotubes were collected for electron microscopy analyses two days after transfection or transduction.

Autophagic flux was performed in C2C12 myoblasts transfected with siScr or siSmn1. After 2 days from transfection C2C12 were treated for two hours before collection with 200μM chloroquine (CQ, C6628 Sigma Aldrich).

### Statistical analyses

Data are presented as mean ± s.e.m. In dot-box plots, dots represent the individual measurements, boxes represent the mean ± s.e.m. and whiskers the 10th and 90th percentiles. Independent experiments were performed and the specific number of biological replicates are indicated in the figure legends. Sample size was predetermined based on published literature and previous lab experience. The investigators were blinded to group allocation during data analysis. No data were excluded from the analyses. Normal distribution of data was verified by a Shapiro–Wilkinson test. If data were not normally distributed, the non-parametric Mann–Whitney *U*-test was used to evaluate significance; otherwise, the appropriate parametric *t*-test was used, as specified in the figure legends.

## Results

### Gene expression analyses at the single muscle fiber level reveal the impairment of mitochondria related processes in *Smn1* deficient muscle

Several studies highlighted the involvement of tissues other than motor neurons in the pathophysiology of SMA, including skeletal muscle. Here we wished to determine in an unbiased fashion which cellular and molecular pathways link marked muscle-specific deficiency of *Smn1* to SMA pathology. To this end we capitalized on a model of selective skeletal muscle *Smn1* knockout [37] (HSA-Cre:Smn^F7/F7^, from now on *Smn1*^*ΔSkm*^). Our genome-wide transcriptomic approach based on single myofiber gene expression profiling (microgenomics [38]) distinguishes alterations of individual muscle fibers from those occurring in non-muscle cells (Fig. 1a). Twelve myofibers isolated from *tibialis anterior* (TA) muscle of three months old muscle specific *Smn1*^*ΔSkm*^ and eight myofibers from TA of control littermates were independently profiled. 

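RNA of each myofiber was amplified on its own in 18 cycles and hybridized in 1 colour to its own Agilent mouse array. By the labels, the 12 *Smn1* ΔSkm myofibers came from 3 mice and the 8 Wt myofibers from 2 mice, 4 from each mouse. The scanner software gave a background-subtracted signal for each spot, detrended within the array but not scaled between arrays. The authors' value table holds linear values that were made equal in distribution between arrays, given only where a probe was well above the background. Here the scanner signal was taken to log2 and the 75th percentile of each array was subtracted. Values were left out where the spot was not found, was not well above the background or was marked as uneven by the software, and repeated spots of a probe were averaged. Probes with values on at least 75% of the 20 arrays were kept, the share stated in the paper's methods. This left 22870 probes for 17036 genes, and the brightest probe stood for each gene. Since the genotype belongs to the mouse, the myofibers of a mouse were averaged and limma compared the mouse means, with the AFS-treated mice in the same model to estimate the spread. A gene was called at an adjusted p under 0.05. Between 23170 and 37580 probes had values on a *Smn1* ΔSkm array, with a median of 31411, and between 23864 and 34001 on a Wt array, with a median of 25147.5. The number of arrays limits the precision. All 8 Wt arrays lay on 1 slide, scanned on a day when no other group was scanned. No slide or scan day held both genotypes, so no value within a batch can be given and the batch and the genotype cannot be told apart.

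The array carries a pair of probes for *Smn1*. The probe listed in Supplementary Table 1 lay at 1.85 ± 0.018 on the log2 scale in Wt (SD, n = 2 mice) and at 0.16 ± 0.21 in *Smn1* ΔSkm (SD, n = 3 mice). The difference was -1.69 with a standard error of 0.365 (limma, adjusted p = 0.0199), and every *Smn1* ΔSkm mouse lay below both Wt mice. Of the 12 *Smn1* ΔSkm myofibers, 11 lay below the lowest Wt myofiber. The listed probe was picked in the paper for its difference between these same myofibers, so its call is not independent evidence. The other, brighter probe stands for the gene in the counts and differed by 0.19 (limma, adjusted p = 0.720). With the mean of both probes the difference was -0.75 and the call was lost (adjusted p = 0.0800), as it also was without Wt mouse 1 (adjusted p = 0.162), Wt mouse 2 (0.106) or *Smn1* ΔSkm mouse 2 (0.0523).

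**Figure D1:**
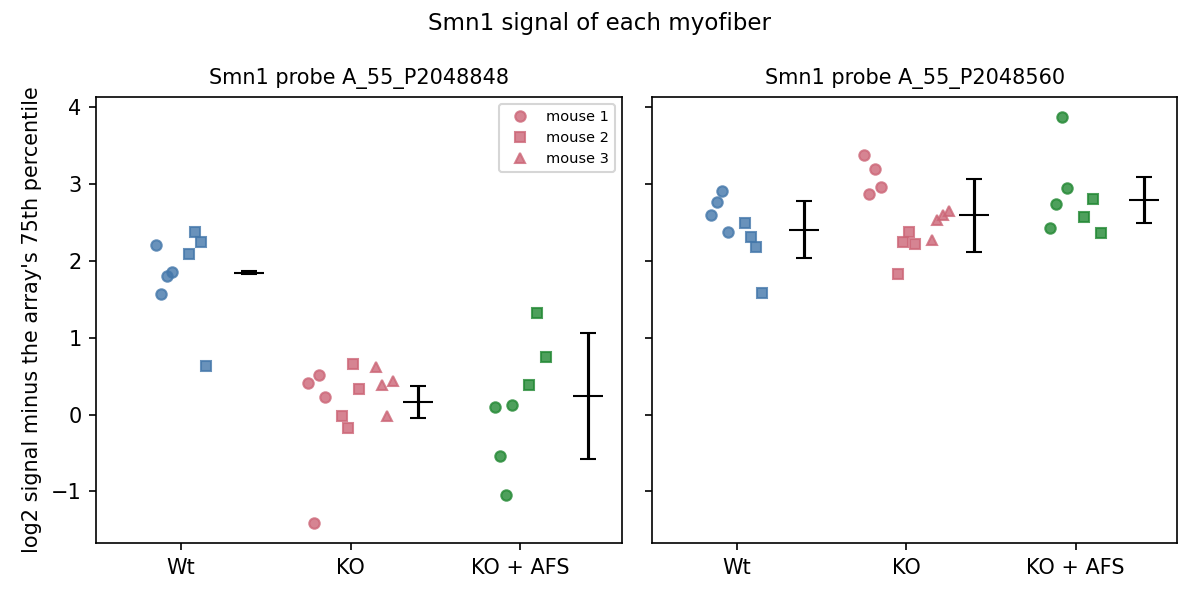
Log2 signal of the 2 *Smn1* probes, relative to the 75th percentile of the array, in each Wt, *Smn1* ΔSkm (KO) and AFS-treated *Smn1* ΔSkm (KO + AFS) myofiber; symbols mark the mouse and black bars the mean and SD of the mouse means. For the probe on the left the group means are 1.85 in Wt and 0.16 in *Smn1* ΔSkm, and for the other probe 2.41 and 2.59.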

The diversity between mutated and wild type (Wt) myofibers could be unambiguously recognized at transcriptional level, since all *Smn1*^*ΔSkm*^ myofibers clustered in one distinct group well separated from the control myofibers (Fig. 1b). 

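Myofibers were clustered with the distance and linkage of the paper's methods, over all 22870 probes rather than over probes chosen for their difference between the genotypes. Pearson's correlation between myofibers averaged 0.940 among Wt, 0.920 among *Smn1* ΔSkm and 0.859 between the genotypes. *Smn1* ΔSkm myofibers 1 to 3 averaged 0.868 with the other *Smn1* ΔSkm myofibers and 0.822 with Wt. Those others averaged 0.872 with Wt, so a split within the genotype was about as large as that between genotypes. *Smn1* ΔSkm myofiber 4 averaged 0.908 with myofibers 1 to 3 of its own mouse and 0.922 with *Smn1* ΔSkm mice 2 and 3. These are correlations across probes, which are not independent replicates. Over the mice, the correlation within a genotype exceeded that between the genotypes by 0.055, and an exact one-sided permutation test over the mice gave p = 0.1, the smallest p that 2 mice against 3 allow. In 2 groups the tree set *Smn1* ΔSkm myofibers 1 to 3, all from mouse 1 and scanned on another day than the other *Smn1* ΔSkm myofibers, apart from all the others. In 3 groups it separated the Wt myofibers, *Smn1* ΔSkm myofibers 1 to 3 and the other *Smn1* ΔSkm myofibers. The choice of probes moved this value most: over the 1000 most variable probes the excess was 0.350, and over the called probes, which were chosen for the genotype, it was 0.22. With either choice the tree separated the genotypes in 2 groups, as it did over all probes without *Smn1* ΔSkm mouse 1 (0.078).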

We identified 2197 non-redundant differentially expressed (DE) genes between single mutated *Smn1*^*ΔSkm*^ and control myofibers: in total 590 genes were found over-expressed in *Smn1*^*ΔSkm*^ and 1607 in control myofibers (Fig. 1b, Supplementary Table 1). 

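Of the 17036 genes tested with mice as replicates, limma called 3735 at an adjusted p under 0.05, of which 1316 were higher and 2419 lower in *Smn1* ΔSkm than in Wt. The lowest adjusted p was 0.00365, and 6685 genes had an unadjusted p under 0.05. The median difference over all genes was -0.14, and lists of genes are therefore compared with the other genes of the array. All 3695 called genes with values in every mouse had every *Smn1* ΔSkm mouse on the same side of both Wt mice, a placing found for 55.3% of all tested genes and for 20% by chance. Taking the myofibers as replicates moved the count most, to 9248 genes, while at an adjusted p under 0.001 limma called 0 genes. SAM on the myofibers at the threshold of the paper called 5788. Of the called genes 64.8% were lower in *Smn1* ΔSkm. The share was 57.2% with quantile normalization, 60.9% with normexp before it, 59.1% with the authors' value table and 43.9% with the arrays centred on the median of the probes detected everywhere, which moves all genes of an array alike and moved the median over all genes to 0.081. With the measured signal kept it was 55.2%, and 48.4% without the filter. Over probes available on every array, for which that median was -0.25, 70.2% of the calls were lower. Without Wt mouse 1 or Wt mouse 2 limma called 0 genes, with 3694 and 4660 at an unadjusted p under 0.05. Without *Smn1* ΔSkm mouse 1 it called 7477, without *Smn1* ΔSkm mouse 2 it called 1385 and without *Smn1* ΔSkm mouse 3 it called 1616.

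Among called genes with a symbol, the largest rise in *Smn1* ΔSkm was that of *Rrad*, with a log2 difference of 6.20 (standard error 0.865, limma, adjusted p = 0.00794). Only 4 of 8 Wt arrays had a value for it. *Zxdb* (5.08), *B930018H19Rik* (5.06), *Foxp3* (4.60) and *Arc* (4.32) followed. The largest fall was that of *Htra1*, at -3.83 (standard error 0.602, limma, adjusted p = 0.00965), with values on 7 of 12 *Smn1* ΔSkm arrays. *9330159F19Rik* (-3.57), *Plin3* (-3.35), *Ampd1* (-3.20) and *Cul5* (-3.18) came next. These genes were named only among those lower or higher in all 3 *Smn1* ΔSkm mice than in both Wt mice. Each lost its call without either Wt mouse, except that *Htra1* had no value there. That of *Htra1* was also lost with slide as a random block (adjusted p = 0.106), at a difference of -3.82. With that block the single myofibers were fitted and the mouse was not in the model.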

The signatures produced with this approach are much richer in muscle-specific information, so the transcriptional changes reflected the real effects of the loss of *Smn1* function in skeletal muscle. Gene Ontology (GO) enrichment analysis in *Smn1*^*ΔSkm*^ myofibers detected six GO terms over-represented in the list of overexpressed genes and twelve terms in the list of downregulated genes (Fig. 1b). Notably, many genes with regulatory functions were found by GO analysis under the categories ‘transcription and translation regulation’ and ‘RNA binding’. The SMN depletion evoked an immediate reprogramming of gene expression in myofibers. We investigated which regulators were associated with the transcriptional reprogramming in myofibers upon SMN depletion. We looked at the over-represented transcription factor binding sites in the promoters of the DEGs. Interestingly, recognition sites of critical regulators of autophagy/mitophagy such as NF-kB and FOXO transcription factors [39, 40] were found enriched (Fig. 1c).

**Fig. 1:**
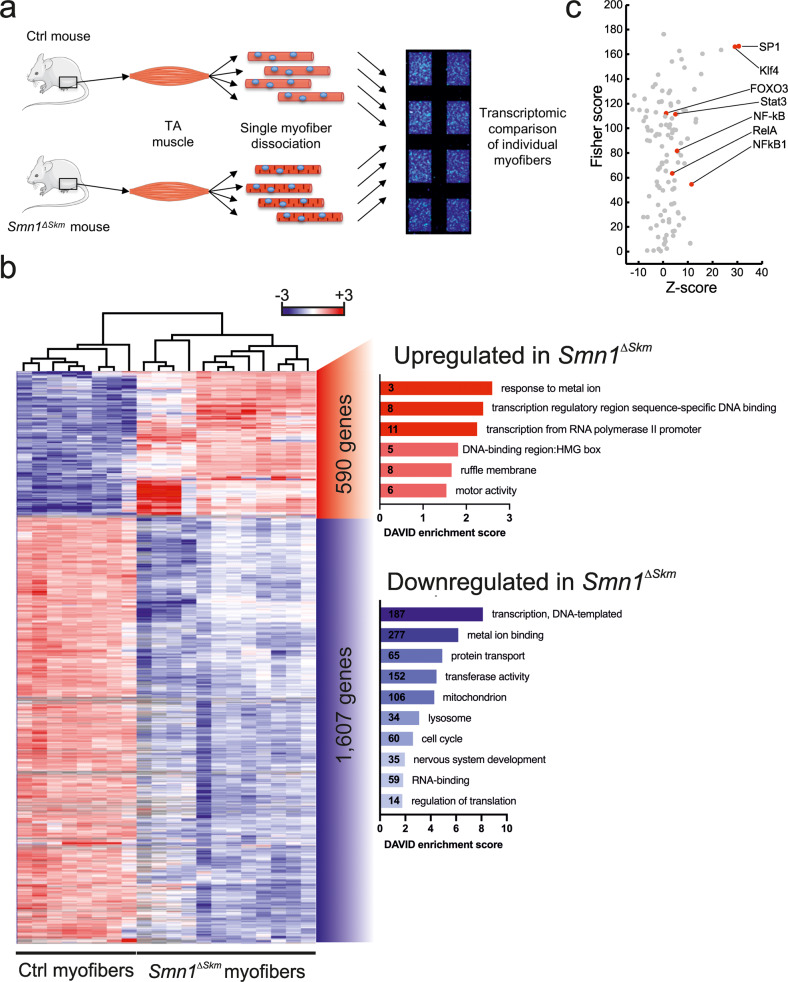
Single myofiber gene signatures reveal the transcriptional changes induced by SMN loss in skeletal muscle. **a** Schematic representation of the experimental steps leading to microarrays of cDNA produced from RNA extracted from single myofibers of the indicated genotypes. **b** Cluster analysis of the differentially expressed genes (DEGs) distinguishes the signatures of myofibers isolated from *tibialis anterior* muscles of Wt and *Smn1*^*ΔSkm*^ mice. Gene ontology (GO) analysis of over-and under-expressed genes in response to SMN loss. Enrichment score by DAVID was used to rank the annotation groups. The numbers inside bars correspond to the number of DEGs in each cluster. **c** Plot of the Fisher score (y-axis) vs. the Z-score (x-axis) from the oPOSSUM transcription factor enrichment analysis of the list of DEGs in **b**. Each transcription factor is represented by a dot on the graph; transcription factors whose binding sites are most strongly enriched within the promoters of the specified gene list have high scores (top right of plot).

Consistently, the functional annotation drew special attention to processes associated to mitochondrial biology and lysosomal function. It is well known that dysfunctional mitochondria and lysosome are associated with neurological diseases [41, 42], suggesting that impairments of mitochondria and lysosomes could contribute to SMA pathogenesis too. 

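Lists of genes were compared with all other tested genes by limma's camera, with a preset correlation of 0.01 between the genes of a list. The values were adjusted over 24 lists. Of the 158 genes of the lysosome list of the autophagy toolbox that are on the array, 109 were tested and 87 were lower in *Smn1* ΔSkm than in Wt. Their mean difference lay -0.37 from that of the other genes (camera, p = 0.000904, adjusted p = 0.00542), and the list lay lower in all 3 *Smn1* ΔSkm mice than in both Wt mice. Called were 32 genes of this list, 7 higher and 25 lower, and 40 when adjusted over the list alone. Of the 34 lysosome-related genes on the array 26 were tested, with a shift of -0.19 (camera, adjusted p = 0.185) and 9 called. All 7 tested genes encoded in the mitochondrial genome were lower in *Smn1* ΔSkm, 4 of them called, and their mean lay -0.59 from that of the other genes (camera, p = 0.0266, adjusted p = 0.0638). With quantile normalization it lay at -0.25, with normexp before it at -0.26 and with the authors' value table at -0.17.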

Notably, 10% of the known mouse mitochondrial genes annotated in the MitoCarta 3.0 collection [43] were found differentially expressed in *Smn1*^*ΔSkm*^ myofibers (Fig. 2a; Supplementary Table 2). 

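The array carries 1125 of the 1140 MitoCarta genes listed in Supplementary Table 2. With mice as replicates 232 of them were called, 20.6% of those on the array, 10 higher and 222 lower in *Smn1* ΔSkm than in Wt, and 254 when adjusted over the list alone. Of the 898 tested, 730 were lower. Their mean difference was -0.57 against -0.073 for the other genes, a shift of -0.50 (camera, p = 1.6e-08, adjusted p = 3.8e-07). Relative to the other genes and to Wt, the list lay at -0.45, -0.49 and -0.58 in the 3 *Smn1* ΔSkm mice and at 0.055 and -0.057 in the Wt mice. An exact two-sided permutation test over the mice gave p = 0.1, the smallest that 10 splits allow. The shift kept its call with camera under each alternative, from -0.58 to -0.31, including the estimated correlation (p = 0.0119). The share moved most with myofibers as replicates, to 46.3%. It was 0% without Wt mouse 1 or Wt mouse 2, where limma called 0 genes, 35.3% without *Smn1* ΔSkm mouse 1, 8.89% without *Smn1* ΔSkm mouse 2 and 8.18% without *Smn1* ΔSkm mouse 3.

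The largest falls among the called genes of the list were those of *Nipsnap3a* (-2.99, standard error 0.304, limma, adjusted p = 0.00688), *Cbr2* (-2.91) and *Mrpl38* (-2.72). A second *Cbr2* probe fell less, by -1.47, and was not called (limma, adjusted p = 0.0837 over all probes). Among the largest rises were those of *Myo19* (2.57, limma, adjusted p = 0.0159) and *2300009A05Rik* (2.18). Another *Myo19* probe had values on 2 of 8 Wt and 0 of 12 *Smn1* ΔSkm arrays and did not pass the filter. With the measured signal kept it differed by -1.45, in the opposite direction. Most of its values were not well above the background, so the size of that fall is uncertain. Only called genes with all 3 *Smn1* ΔSkm mice on the same side of both Wt mice were named here. Each call was lost without either Wt mouse. With slide as a random block those of *Cbr2* (-3.23, adjusted p = 0.0522) and *2300009A05Rik* (2.21, 0.0865) were lost as well, though the differences were no smaller. From the 10% of known mitochondrial genes that it finds differentially expressed, and from the interactions between their proteins, the paper proposes that loss of SMN in muscle could affect processes that keep mitochondria healthy.

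**Figure D2:**
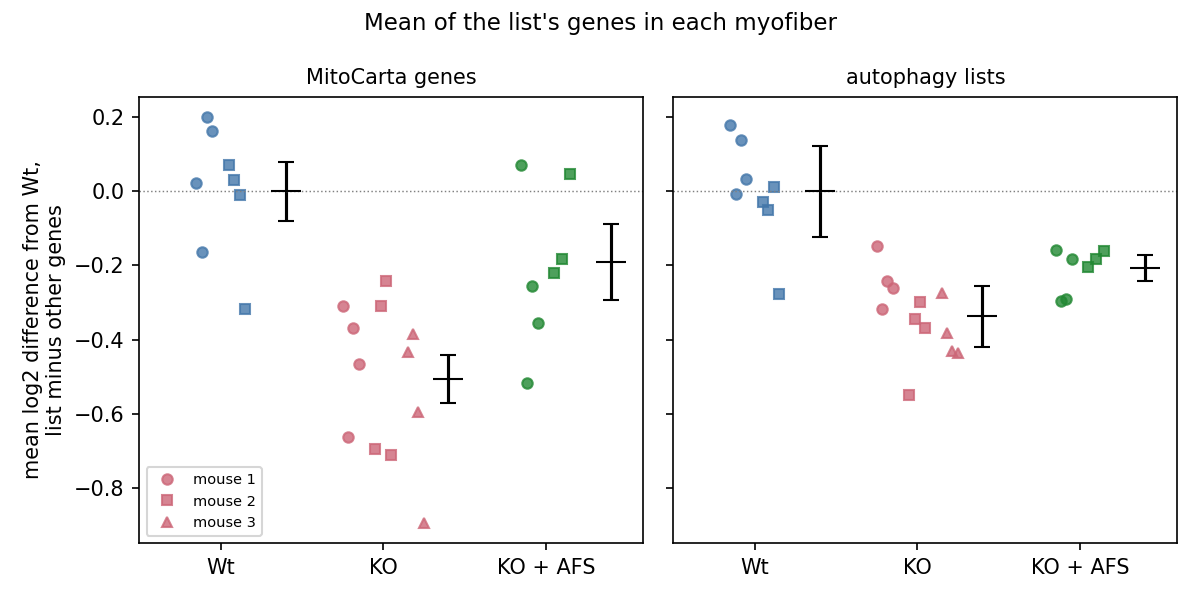
Mean log2 difference from Wt of the MitoCarta genes (left) and of the genes of the autophagy lists (right), minus that of the other genes, in each Wt, *Smn1* ΔSkm (KO) and AFS-treated *Smn1* ΔSkm (KO + AFS) myofiber; symbols mark the mouse and black bars the mean and SD of the mouse means. The MitoCarta genes lie at -0.45, -0.49 and -0.58 in the 3 *Smn1* ΔSkm mice and at -0.26 and -0.12 in the AFS-treated mice, and the autophagy lists at -0.24, -0.39 and -0.38 in the *Smn1* ΔSkm mice.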

Protein-protein interaction (PPI) network analysis of this set of genes by STRING [44] revealed the significant functional clusters in which the major biological processes were involved in mRNA and amino acid metabolism and in particular the essential branched-chain amino acids (Fig. 2b). Our data suggest that SMN loss in skeletal muscle could affect key processes for the maintenance of mitochondrial health.

**Fig. 2:**
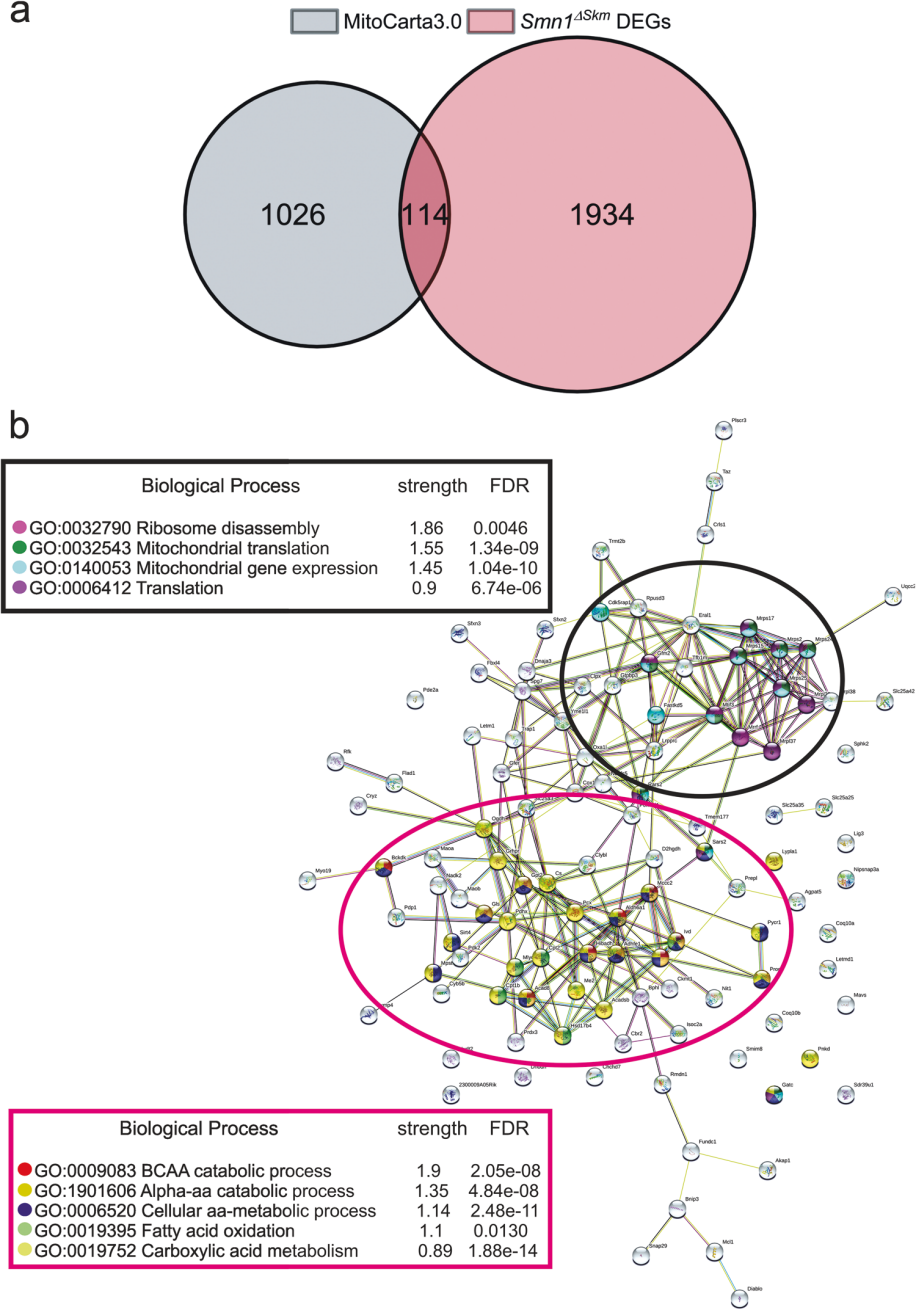
SMN loss leads to global changes of mitochondrial genes transcription. **a** The 2197 DEGs in *Smn1*^*ΔSkm*^ myofibers were cross-referenced against MitoCarta 3.0 to identify those that have mitochondrial localization. **b** The 114 mitochondrial DEGs in **a**) were mapped to the STRING database to find the potential protein-protein interactions (PPI). The PPI network identified 2 main functional modules enriched by integrating GO function analyses.

### Severe ultrastructural and functional alterations in the mitochondria of *Smn1*^*ΔSkm*^ myofibers

The transcriptional changes observed in *Smn1*^*ΔSkm*^ fibers prompted us to check whether mitochondrial morphology and function were affected. We performed transmission electron microscopy (EM) on transverse sections of TA muscles of Wt and *Smn1*^*ΔSkm*^ mice.

EM images revealed that mitochondria of *Smn1*^*ΔSkm*^ muscle exhibited numerous and heterogeneous ultrastructural alterations. In control TA muscle, mitochondrial doublets were typically round and encircled myofibers at the I-bands, where they coupled to Ca^2+^ release units (triads) similarly to what had been previously shown in a healthy muscle [45]. Oppositely, many mitochondria in TA fibers from *Smn1*^*ΔSkm*^ mice appeared abnormal and damaged (Fig. 3a).

**Fig. 3:**
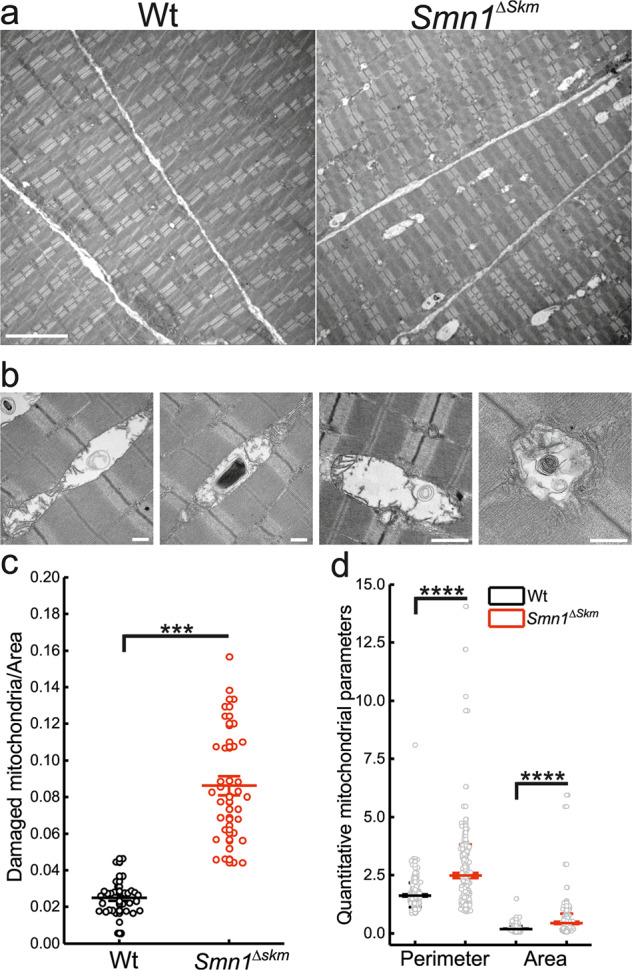
Skeletal muscle mitochondria of *Smn1*^*ΔSkm*^ mice show ultrastructural abnormalities. **a** Representative electron micrographs of mitochondria from TA muscles of the indicated genotypes. Scale bar: 5 μm. **b** Representative high magnification of abnormal mitochondria in TA muscle of *Smn1*^*ΔSkm*^ mice. Scale bar: 0.5 μm. **c** Box-dots plots of the number of damaged mitochondria per area of Wt and *Smn1*^*ΔSkm*^ TA muscles. The error bars indicate SEM; ***p = 2.8E-12. **d** Morphometric quantification of the area and perimeter of mitochondria from the different genotypes. >200 mitochondria from Wt and *Smn1*^*ΔSkm*^ mice (*n* = 3) were analyzed. The error bars indicate SEM; ****p ≤ 10E-17.

The abnormal mitochondria in *Smn1*^*ΔSkm*^ TA fibers were swollen and variable in size. The internal cristae appeared disorganized and disrupted or, at times, completely missing: some mitochondria displayed an almost completely clear matrix and others contained electron-dense deposits (vacuoles or lamellar structures) that were associated with ruptured cristae (Fig. 3b). Fibers from *Smn1*^*ΔSkm*^ mice presented with 3-fold more damaged mitochondria than controls (Fig. 3c). A detailed morphometric analysis revealed that the perimeter and area of the *Smn1*^*ΔSkm*^ TA fibers mitochondria were significantly increased compared to fibers from their Wt littermates (Fig. 3d).

Functionally, in contrast to changes in the expression of key mitochondrial proteins (Fig. 4a; Supplementary Fig. 1a–d), there were no changes in the respiration of mitochondria purified from *Smn1*^*ΔSkm*^ muscles compared with Wt. However, while basal respiration condition was comparable, the spare respiratory capacity (SRC) was found severely reduced in mitochondria isolated from *Smn1*^*ΔSkm*^ muscles (Fig. 4b). Reduced SRC levels can correspond to mitochondrial dysfunction undetectable under basal conditions. SRC depends on multiple mitochondrial parameters, such as the quality and quantity of mitochondria, their metabolism and the activity and the assembly of respiratory chain components. Interestingly, complex IV enzymatic activity was reduced in *Smn1*^*ΔSkm*^ muscles, potentially explaining the observed drop in SRC levels (Fig. 4c; Supplementary Fig. 1e, f). Indeed, certain structural subunits and assembly factors of complex IV such as *Cox18*, *Tmem177* and *Oxa1l* that associate with complex IV defect [46, 47] were significantly downregulated in *Smn1*^*ΔSkm*^ myofibers (Supplementary Table 1). It has been reported that an assembled complex IV is required to maintain the stability of complex I [48, 49] and to form the I-III-IV supercomplex that was found reduced in *Smn1*^*ΔSkm*^ muscles (Fig. 4c). 

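The probe listed in Supplementary Table 1 for *Tmem177* (chromosome 1 of mm9, 121806731 to 121806790) lay at 0.52 ± 0.23 on the log2 scale in Wt (SD, n = 2 mice) and at -1.61 ± 0.63 in *Smn1* ΔSkm (SD, n = 3 mice). The difference was -2.13 with a standard error of 0.436 (limma, adjusted p = 0.0171), with every *Smn1* ΔSkm mouse below both Wt mice. The paper picked that probe for its difference between these same myofibers, so its call is not independent evidence. A second, brighter probe stands for the gene in the counts and differed by -0.30 (limma, adjusted p = 0.431). The listed probe of *Cox18* (chromosome 5, 90643924 to 90643983) had values on 6 of 8 Wt and 6 of 12 *Smn1* ΔSkm arrays, and that of *Oxa1l* (chromosome 14, 54988916 to 54988975) on 6 of 8 and 4 of 12. Neither passed the filter on available values. With the measured signal kept on all arrays they differed by -1.91 and -2.09, and without the filter limma called both among 35440 genes (adjusted p = 0.0220 and 0.0101). With normexp before quantile normalization the differences were smaller, at -0.92 and -0.80. The other *Oxa1l* probe passed the filter, with 3.91 ± 0.094 in Wt (SD, n = 2 mice) and 2.95 ± 0.28 in *Smn1* ΔSkm (SD, n = 3 mice), a difference of -0.96 with a standard error of 0.279 (limma, adjusted p = 0.0441). The calls of *Tmem177* and of this *Oxa1l* probe were lost without either Wt mouse, and the latter also without *Smn1* ΔSkm mouse 2 (adjusted p = 0.0978), *Smn1* ΔSkm mouse 3 (0.0690) or either AFS-treated mouse (0.0645), and with 9 of 17 other choices, among them slide as a random block (-1.01, 0.0853) and quantile normalization (0.174).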

The spectrophotometric assay of mitochondrial respiratory chain enzyme activities revealed no significant changes in the activity of complexes II and III, but the activity measurements for complex IV and I were 50% decreased in *Smn1*^*ΔSkm*^ muscles compared to the controls (Fig. 4d).

**Fig. 4:**
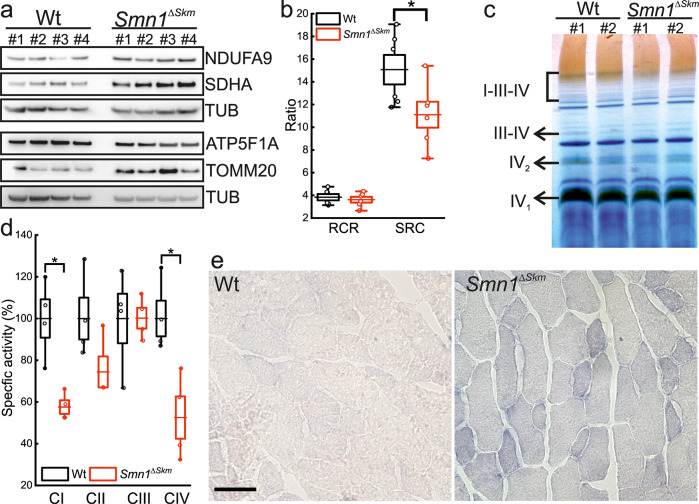
Skeletal muscle mitochondria of *Smn1*^*ΔSkm*^ mice show altered functionality. **a** Equal amounts of TA muscle lysates (20 µg) were separated by SDS-PAGE and immunoblotted using the indicated antibodies. Each lane corresponds to an individual mouse of the indicated genotypes. Densitometry analysis yielded the following values: NUDFA9: 0.56 ± 0.05 in Wt (*n* = 4) and 0.9 ± 0.05 in *Smn1*^*ΔSkm*^ (*n* = 4), *p* = 0.03; SDHA: 0.28 ± 0.034 in Wt (*n* = 4) and 0.64 ± 0.036 in *Smn1*^*ΔSkm*^ (*n* = 4), *p* = 0.03; ATP5F1A: 1.09 ± 0.12 in Wt (*n* = 4) and 1.57 ± 0.08 in *Smn1*^*ΔSkm*^ (*n* = 4), *p* = 0.03; TOMM20: 0.5 ± 0.07 in Wt (*n* = 4) and 1.44 ± 0.26 in *Smn1*^*ΔSkm*^ (*n* = 4), *p* = 0.03. TUB is used as loading control. **b** Box-dots plots of respiratory control ratio (RCR) and spare respiratory capacity (SRC) measured in mitochondria isolated from skeletal muscles of Wt and *Smn1*^*ΔSkm*^ mice (*n* = 3). The error bars indicate SEM; *p = 0.045. **c** BNGE-in-gel activities of MRC CIV from BNGE of digitonin-treated isolated mitochondria from the indicated genotypes. **d** Mitochondria respiratory chain enzymatic activities normalized by citrate synthase activity in isolated muscle mitochondria from Wt and *Smn1*^*ΔSkm*^ muscle (*n* = 4). **e** Representative images of *gastrocnemius* muscle sections from mice of the indicated genotype stained with the NBTx method. Scale bar: 50 µm.

Finally, a recently developed assay able to detect dysfunctional COX activity [35] unambiguously confirmed COX-deficiency in *Smn1*^*ΔSkm*^ myofibers (Fig. 4e).

### Increased ROS production and Ca^2+^ accumulation in *Smn1*^*ΔSkm*^ myofiber mitochondria

Cellular SRC exhaustion can be caused by oxidative stress and/or accumulation of dysfunctional mitochondria, two common facets of neurodegenerative diseases also found in different SMA models [50, 51]. Moreover, the assembly of complex I with complexes III and IV of the mitochondrial respiratory chain to configure I-III- or I-III-IV-containing supercomplexes regulates mitochondrial energy efficiency and reactive oxygen species production. We, therefore, measured H_2_O_2_, the most stable among the ROS, produced by respiring mitochondria in saponin-permeabilized fiber bundles using the fluorescent probe Amplex Red [52]. *Smn1*^*ΔSkm*^ mitochondria released more H_2_O_2_ not only in basal conditions but also upon the supplementation of the complex III inhibitor antimycin A, revealing that these mitochondria are more sensitive to respiratory chain inhibition, as expected [53] (Fig. 5a).

**Fig. 5:**
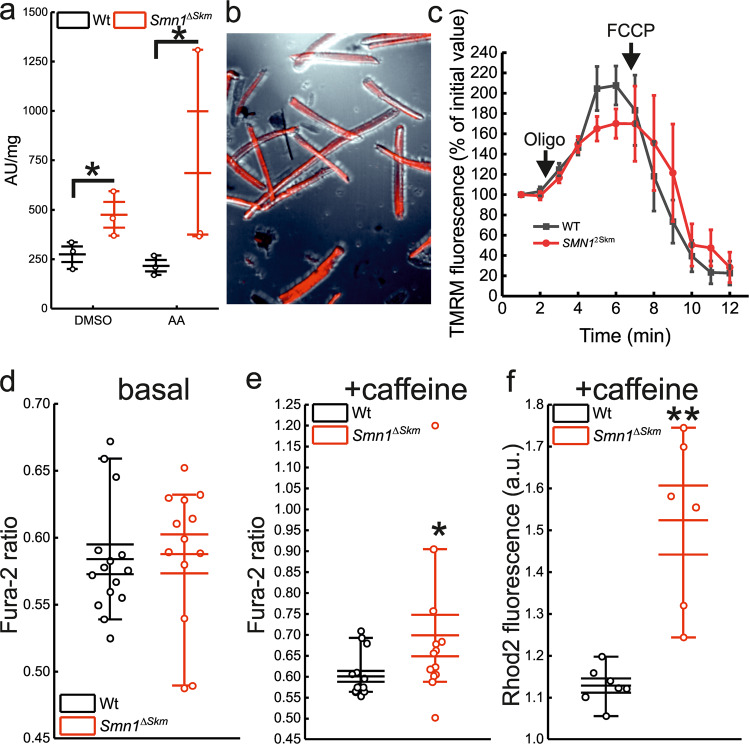
Loss of SMN in skeletal muscle causes oxidative stress and dysregulated Ca^2+^ homeostasis. **a** Box-dots plots of H_2_O_2_ levels in saponin-permeabilized fiber bundles from TA muscles of Wt and *Smn1*^*ΔSkm*^ mice (*n* = 3), without and with addiction of antimycin A (5 μM). The error bars indicate SEM; *p < 0.05. **b** Representative fluorescence image of fibers isolated from *tibialis anterior* (TA) muscle following loading with Tetramethylrhodamine, ethyl ester (TMRM, in Red). **c** The mitochondrial membrane potential of myofibres from Wt and *Smn1*^*ΔSkm*^ mice was measured before and after the addition of 5 μM oligomycin (Frame 2) and 10 μM FCCP (Frame 5-6). Box-dots plots of basal (**d**) and caffeine-induced (**e**) cytoplasmic Ca^2+^ levels in single FDB muscle fibers from mice of the indicated genotypes (*n* = 3). The error bars indicate SEM; *p = 0.02. **f** Box-dots plots of mitochondrial Ca^2+^ levels upon exposure to caffeine in single FDB muscle fibers from mice of the indicated genotypes (*n* = 3). The error bars indicate SEM; **p = 0.003.

Because mitochondrial ROS can sensitize the mitochondrial permeability transition pore (PTP), leading to its opening, mitochondrial depolarization and swelling, a phenotype that we had observed in our model (Fig. 3), we measured mitochondrial membrane potential in *Smn1*^*ΔSkm*^ fibers. However, the response of *Smn1*^*ΔSkm*^ fibers to the ATP synthase inhibitor oligomycin (a sensitive assay for muscle mitochondrial dysfunction due to PTP opening [54]) was comparable to that of control fibers (Fig. 5b, c). On the other hand, while basal cytosolic Ca^2+^ levels were superimposable in *Smn1*^*ΔSkm*^ and control fibers, caffeine supplementation that induces Ca^2+^ release from sarcoplasmic reticulum led to higher cytosolic and mitochondrial Ca^2+^ transients in *Smn1*^*ΔSkm*^ fibers (Fig. 5d–f). Mitochondrial Ca^2+^ accumulation depends on the Ca^2+^ uptake driving force (membrane potential) as well as on the amount of Ca^2+^ found in microdomains at the ER/SR-mitochondria interface that are essential to activate the mitochondrial Ca^2+^ uniporter [55, 56]. The levels at these microdomains are proportional to the amount of Ca^2+^ released from the ER/SR and can be indirectly inferred from the global cytoplasmic Ca^2+^ levels observed upon activation of the ER/SR Ca^2+^ release pathways. In our conditions, the increased mitochondrial Ca^2+^ uptake observed can be thus explained because of the increased SR Ca^2+^ discharge induced by caffeine and mirrored by the increased cytoplasmic Ca^2+^ levels we measure using Fura 2-AM upon caffeine treatment (Fig. 5e, f). Taken together, these results indicate that *Smn1*^*ΔSkm*^ mitochondria accumulate more Ca^2+^ upon sarcoplasmic reticulum discharge and produce more ROS, potentially sensitizing them to PTP opening and triggering the measured mitochondrial respiratory defect.

### Skeletal muscle SMN loss impairs the clearance of dysfunctional mitochondria

Dysfunctional, ROS-generating mitochondria are normally eliminated by mitophagy that, in turn, serves to reduce oxidative stress. Since we observed that damaged mitochondria accumulate in *Smn1*^*ΔSkm*^ muscles, we hypothesized that these mitochondria might not be removed by mitophagy. We went back to our transcriptomic data to verify whether mitochondrial abnormalities were accompanied by changes in autophagy–lysosome degradation systems. Using an innovative transcriptional toolbox for deducing autophagy status and lysosomal biogenesis [57], we found that about 15% of the 604 genes composing the entire autophagic list are differentially expressed in the myofibers of *Smn1*^*ΔSkm*^ mice (Fig. 6a, Supplementary Table 3). 

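The lists of Supplementary Table 3 hold 604 genes, of which 588 are on the array and 441 were tested. Called between *Smn1* ΔSkm and Wt were 125 genes, 21.3% of those on the array, 26 higher and 99 lower in *Smn1* ΔSkm, and 133 when adjusted over the lists alone. Of the tested genes 325 were lower. Their median difference was -0.52 and their mean -0.43, a shift of -0.33 from the other genes (camera, p = 0.00053). With the estimated correlation between genes, which was 0.0336, the shift was the same by construction and camera no longer called it (p = 0.112). Myofibers as replicates moved the share most, to 43.2%. Without Wt mouse 1 or Wt mouse 2 limma called 0 genes, and the share was 34.9% without *Smn1* ΔSkm mouse 1, 8.50% without *Smn1* ΔSkm mouse 2 and 10.5% without *Smn1* ΔSkm mouse 3.

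By list, 38 core genes were called (20.7%), 15 regulators (22.4%), 6 genes of docking and fusion (27.3%), 16 of mitophagy (20.5%) and 30 of mTOR and upstream pathways (22.6%). The core genes were shifted by -0.46 (camera, adjusted p = 0.00269), those of mTOR and upstream pathways by -0.38 (adjusted p = 0.00826) and those of mitophagy by -0.34 (adjusted p = 0.0291). Docking and fusion did not pass the correction, at -0.51 (adjusted p = 0.0900). The regulators had a mean difference of 0.077 and a median of -0.14, with 9 called higher and 6 lower (adjusted p = 0.360). With the estimated correlation none of these calls was tested separately. Among the called genes of the lists, *Cul5*, *Vamp7* (-2.87) and *Birc6* (-2.66) fell most, and *Cd68* (2.99, standard error 0.823, limma, adjusted p = 0.0376) and *Atf3* (2.86, standard error 0.457, limma, adjusted p = 0.0101) rose most. All 3 *Smn1* ΔSkm mice lay above both Wt mice for *Cd68* and *Atf3*, which was a condition for naming them. The call of *Cd68* was lost without either Wt mouse, *Smn1* ΔSkm mouse 2 (adjusted p = 0.0898) or *Smn1* ΔSkm mouse 3 (0.0755) and with slide as a random block (2.54, 0.0771).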

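Of the 45 genes named in Fig. 6b, 42 were tested and 34 of these were lower in *Smn1* ΔSkm than in Wt. Called were 11 lower and 3 higher, and 16 genes in all when adjusted over the list alone. Because these genes were shown in the paper for the same myofibers, the count over the list alone is not independent evidence. Their mean difference was -0.58, a shift of -0.48 from the other genes (camera, p = 0.0109, adjusted p = 0.0291 over the 24 lists).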

Restricted lists of genes identified as the “induction list” of autophagy-related transcripts and lysosomal biogenesis-associated genes [57] were found mostly reduced in the myofibers of *Smn1*^*ΔSkm*^ mice (Fig. 6b). Notably, protein levels of PINK, PARKIN and LC3II were found increased in muscles isolated from *Smn1*^*ΔSkm*^ mice compared to Wt controls. Phosphorylated eIF2α that plays a central role in autophagy induction [58], was found significantly higher too (Fig. 6c). However, despite the damaged *Smn1*^*ΔSkm*^ mitochondria can be marked for degradation, their degradation process appears to be uncompleted. In fact, levels of the proteins LAMP1 and LAMP2, essential for maintaining lysosome level, were reduced, suggesting autolysosomes dysfunction (Fig. 6c, d).

**Fig. 6:**
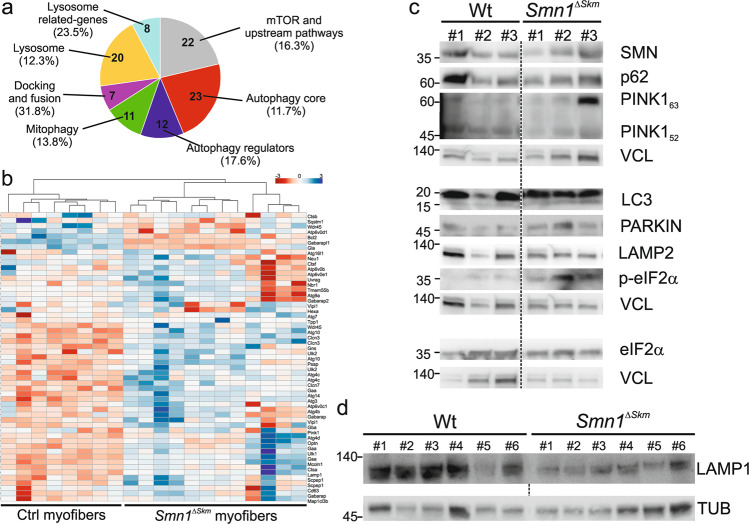
SMN loss in skeletal muscle causes autophagy dysregulation. **a** Pie chart of differentially expressed genes belonging the 6 main groups of the autophagic list [57] in *Smn1*^*ΔSkm*^ myofibers. The percentages indicate the proportion of the genes differentially expressed in *Smn1*^*ΔSkm*^ myofibers over the number of genes belonging to each category as defined in [57]. **b** Heat map of expression levels of genes related to autophagy activation and lysosomal biogenesis. Each column corresponds to a single myofiber of the indicated genotype. The dendrogram cluster myofibers with similar transcriptional signature. **c**, **d** Equal amounts of *gastrocnemius* muscle lysates (20 µg) were separated by SDS-PAGE and immunoblotted using the indicated antibodies. Each lane corresponds to an individual mouse of the indicated genotypes. Densitometry analysis yielded the following values: SMN: 1.16 ± 0.14 in Wt (*n* = 4) and 0.77 ± 0.04 in *Smn1*^*ΔSkm*^ (*n* = 5), *p* = 0.02; LC3II: 0.04 ± 0.01 in Wt (n = 4) and 0.11 ± 0.02 in *Smn1*^*ΔSkm*^ (*n* = 5), *p* = 0.03; PINK: 0.79 ± 0.14 in Wt (*n* = 4) and 1.6 ± 0.29 in *Smn1*^*ΔSkm*^ (*n* = 4), *p* = 0.04; PARKIN: 0.14 ± 0.02 in Wt (*n* = 4) and 0.8 ± 0.17 in *Smn1*^*ΔSkm*^ (*n* = 4), *p* = 0.01 p-eIF2α/ eIF2αː 0.19 ± 0.02 in Wt (*n* = 4) and 0.4 ± 0.05 in *Smn1*^*ΔSkm*^ (*n* = 4), *p* = 0.01; LAMP2 Wt 0.79 ± 0.11 in Wt (*n* = 5) and 0.48 ± 0.03 in *Smn1*^*ΔSkm*^ (*n* = 7), *p* = 0.013; and LAMP1: 0.75 ± 0.14 in Wt (*n* = 6) and 0.37 ± 0.06 in *Smn1*^*ΔSkm*^ (*n* = 6), *p* = 0.037.

As LC3-II is both produced and degraded during autophagy, to check whether autolysosomes accumulation is due to autophagy induction or rather a block in downstream steps we evaluated LC3II protein level changes in the presence and absence of the autophagy inhibitor cloroquine. We used C2C12 cells, a well-established model of muscle cells. First, we showed that the silencing of *Smn1* in proliferating myoblasts as well as myotubes causes the accumulation of autolysosomes and multivescicular bodies (MVBs) (Fig. 7a, b), similarly to what was observed in vivo (Fig. 3a, b). In order to understand in which direction autophagy was altered, we inspected autophagic flux in control and *Smn1* deficient myoblasts by using chloroquine. The difference in the levels of key autophagy-lysosomal markers in the presence and absence of chloroquine is larger in control compared to *Smn1*-silenced cells indicating that autophagic flux is reduced upon *Smn1* deficiency (Fig. 7c, d). Overall, these data support that dysfunctional mitochondrial clearance in myofibers of *Smn1*^*ΔSkm*^ mice is impaired because of altered autophagy.

**Fig. 7:**
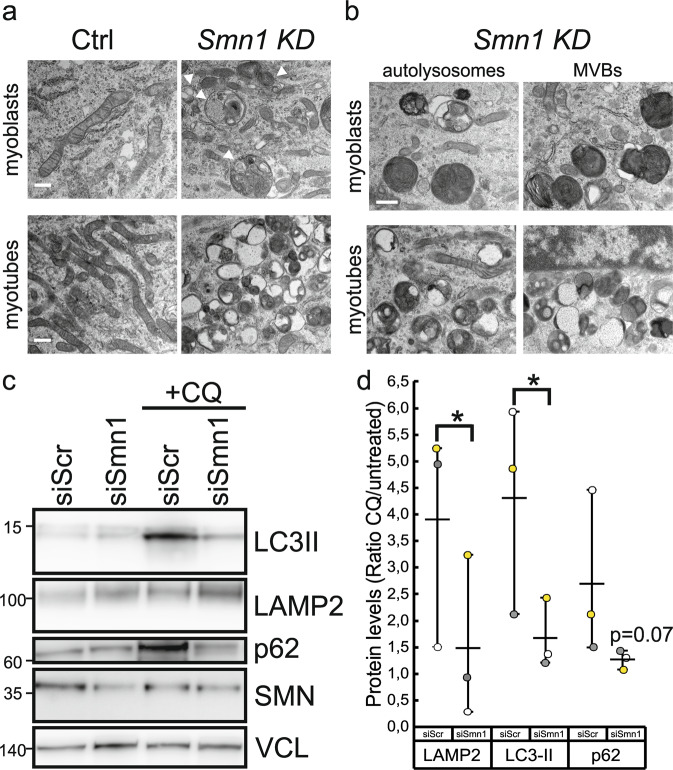
*Smn1* deficient muscle cells accumulate autolysosomes and multivescicular bodies (MVBs). **a** Representative electron microscopy images showing increased number of autolysosomes and MVBs (white arrows) upon Smn1 knockdown in C2C12 myoblasts and differentiated myotubes (*n* = 3 independent experiments). Scale bar: 10 μm. **b** Representative high magnification of *Smn1* deficient muscle cells. Scale bar: 500 nm. **c** Equal amounts of siScr and siSmn1 transfected C2C12 lysates (20 µg) were separated by SDS-PAGE and immunoblotted using the indicated antibodies. Where indicated the cells were treated with chloroquine (CQ) before collection. **d** Dots plot of the differences in the amount of LAMP2, LC3-II and p62 between samples in the presence and absence of CQ as a measure of the autophagic flux in siScr and siSmn1 transfected cells (*n* = 3 paired biological replicates represented by different colors). *p* value was calculated using ratio paired t test one tail statistical analysis; LAMP2 and LC3-II, *p = 0.04; p62, *p* = 0.07.

### AFS cells transplantation in *Smn1*^*ΔSkm*^ mice corrects expression of mitochondrial transcripts and restores mitochondrial morphology

Tail vein transplanted mouse AFS cells integrate into the muscle stem cell compartment, improving muscle strength and survival rate of *Smn1*^*ΔSkm*^ mice [25]. We therefore wished to evaluate whether mouse AFS cells transplantation could also lead to mitochondrial amelioration in *Smn1*^*ΔSkm*^ muscles. We tail vein injected GFP + AFS cells and first evaluated mitochondrial ultrastructure in TA muscle. When *Smn1*^*ΔSkm*^ mice were AFS-treated, mitochondrial morphological abnormalities were largely corrected (Fig. 8a). With the support of these results, we turned to our transcriptional analysis approach to investigate whether AFS cell transplantation could also correct the changes in gene expression observed in *Smn1*^*ΔSkm*^ mice. We performed a transcriptome analysis of five single fibers isolated from TA muscles of three mice sacrificed four weeks after AFS cell transplantation. 

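By the labels the AFS-treated arrays are 7 myofibers from 2 mice, with 4 and 3 from each, and the paper's methods also count 7. They were measured and scaled in the same way as the others. Between 25868 and 30478 probes had values on an array, with a median of 27412. Probes with values on at least 75% of all 27 arrays were kept, 22154 probes for 16624 genes. The AFS-treated arrays shared scan day 1 and scan day 2 with *Smn1* ΔSkm arrays but no day with Wt, and only 1 slide held both groups, with 1 array of each. Limma called 0 of 16624 genes between AFS-treated and untreated *Smn1* ΔSkm mice, with a lowest adjusted p of 0.9998. At an unadjusted p under 0.05 there were 528 genes, where chance gives 831.2. With myofibers as replicates limma called 20 genes and SAM called 27. Slide as a fixed block, beside the mouse as a random one, moved the count most, to 358 genes, 195 higher and 163 lower, a count that rests mainly on the 1 array of each group on the shared slide, while with scan day as a block limma called 0. Within scan day 2 alone, with 3 *Smn1* ΔSkm and 2 AFS-treated mice, limma also called 0, with 689 at an unadjusted p under 0.05. Scan day 1 held 1 mouse of each group, too few for a test.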

By using the Pavlidis Template Matching [31] implemented in MultiExperiment Viewer [59] we marked the genes that were under-expressed in *Smn1*^*ΔSkm*^ myofibers and returned to control expression levels after AFS cells treatment. We set as template high expression for control untreated and AFS-treated myofibers, and low expression for *Smn1*^*ΔSkm*^ myofibers with a threshold R of 0.7. 

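For each of the 16624 genes, Pearson's r was computed over the 27 myofibers with a template that is high in Wt and AFS-treated and low in *Smn1* ΔSkm myofibers. At an r of at least 0.7, 347 genes followed the template. Of these, 244 were among the genes called lower in *Smn1* ΔSkm than in Wt, 140 had an unadjusted p under 0.05 between AFS-treated and *Smn1* ΔSkm mice, and 19 were still called between AFS-treated and Wt. The count moved most with r over the 7 mouse means, to 1816 genes. It was 23 at an r of at least 0.8 and 1325 at an r of at least 0.6. With the arrays centred on the median of the probes detected everywhere it was 158. Without AFS-treated mouse 1 it was 1506 and without AFS-treated mouse 2 it was 864, whereas without Wt mouse 1 it was 199. Among the 35 splits of the 7 mice into 4 and 3, 5 gave as many genes as the real one, itself included.

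By the difference between AFS-treated and *Smn1* ΔSkm mice, the template genes with the largest rise were *Gab1* (2.02, r = 0.796), *Plin5* (1.73, r = 0.740), *Plin3* (1.48, r = 0.731), *Slc25a42* (1.44, r = 0.742) and *Slc25a25* (1.43, r = 0.716). Limma gave all of them an adjusted p of 0.9998. With slide as a fixed block, which rests mainly on 1 array of each group, *Gab1* and *Plin3* changed direction, to -0.12 and -0.030. *Gab1* had values on 4 of 7 AFS-treated arrays. With the measured signal kept its rise was 0.93 and that of *Plin5* 1.90, and it was 0.47 without AFS-treated mouse 1 and 3.58 without AFS-treated mouse 2.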

The Algorithm identified 285 genes (Fig. 8b, the complete list can be found in Supplementary Table 4). 

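Of the 347 template genes, 61 were in MitoCarta, 17.6% against 5.34% of the 16624 genes tested (Fisher's exact test, two-sided, p = 1.1e-16, odds ratio 3.98). The genes counted here are not independent of each other, since they were measured in the same myofibers and selected by their r over them.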

The functional annotation of this set of genes showed that it was enriched for transcripts involved in mitochondrial function, especially protein translation, and in lipid metabolic processes (Fig. 8c, d). Altogether, these data suggest that AFS cell transplantation can restore not only muscle function, but also mitochondrial gene expression and mitochondrial morphology.

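Over all 888 tested MitoCarta genes, the mean difference between AFS-treated and untreated *Smn1* ΔSkm mice was 0.36, against 0.049 for the other genes. The shift of 0.31 was called by camera (p = 2.9e-20), and also with the estimated correlation, a test chosen after the data were seen (p = 0.00192). Both AFS-treated mice lay above all 3 *Smn1* ΔSkm mice, and an exact two-sided permutation test over the mice gave p = 0.1, the smallest that 3 mice against 2 allow. The batches differed: within scan day 1, with 1 mouse of each group, the shift was 0.037 and within scan day 2 it was 0.38. With slide as a fixed block, beside the mouse as a random one, the shift was 0.083 and no longer called (camera, p = 0.439). That value rests mainly on the only slide with both groups, which gave 0.092 from 1 array of each.

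The 217 MitoCarta genes called lower in *Smn1* ΔSkm that could be followed had a mean log2 difference of 1.38 between Wt and *Smn1* ΔSkm and of 0.456 between AFS-treated and *Smn1* ΔSkm, so that 33.2% ± 3.22 of the difference was covered (SD, n = 2 mice). Toward Wt moved 207 genes (95.4%), 51 of them (23.5%) by at least 50% of the difference. Both differences share the *Smn1* ΔSkm mice. In 100 simulations with AFS-treated equal to *Smn1* ΔSkm, added after the counts were seen and with genes drawn independently, a mean of 5.11% of the difference was covered (at most 10.1%), 58.2% of the genes moved toward Wt (at most 64.7%) and 4.32% by at least 50% of the difference (at most 7.26%). The share was 40.5% with myofibers as replicates and 27.7% with separate *Smn1* ΔSkm myofibers for each of the differences. With separate *Smn1* ΔSkm mice, a test chosen after the data were seen, it was 17.4% to 28.7%. Of all 2319 genes called lower the share covered was 18.4%, and of the 1302 called higher 4.99%. The simulations were compared with genes that had values in every mouse. Over these, 33.4% was covered for 218 MitoCarta genes, 18.4% for 2325 genes called lower and 5.08% for 1332 called higher. For genes called lower the simulations gave at most 6.21%. For genes called higher, 5.08% lay within the 4.91% to 7.38% of the simulations. From the genes that follow the template and their annotation, together with the morphology of the mitochondria, the paper proposes that AFS cells restore mitochondrial gene expression and morphology as well as muscle function.

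**Figure D3:**
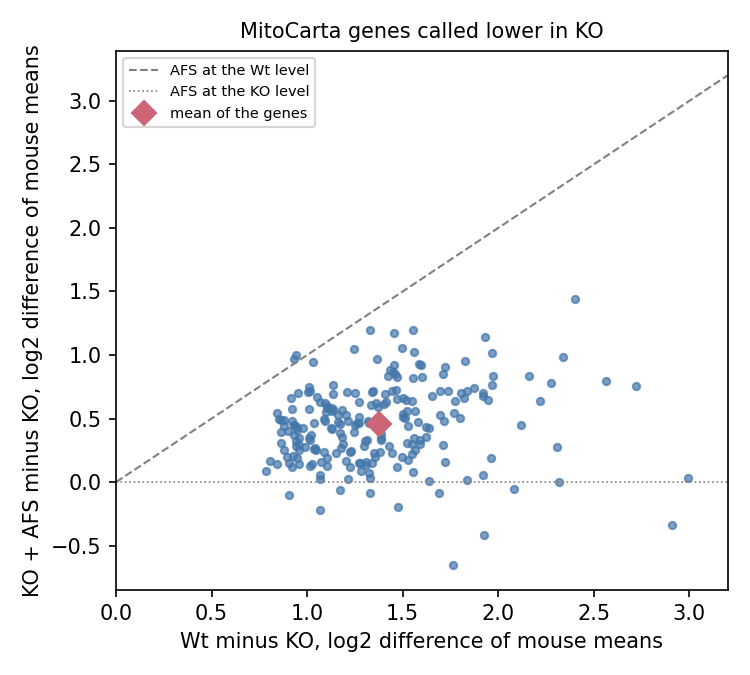
For each of 217 MitoCarta genes called lower in *Smn1* ΔSkm (KO), the log2 difference of Wt minus *Smn1* ΔSkm (x axis) and of AFS-treated minus untreated *Smn1* ΔSkm (y axis), from mouse means; the dashed line marks genes back at the level of Wt, the dotted line genes that stayed at the level of *Smn1* ΔSkm, and the diamond the mean, at 1.38 and 0.456. Above the dotted line lie 207 genes.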

**Fig. 8:**
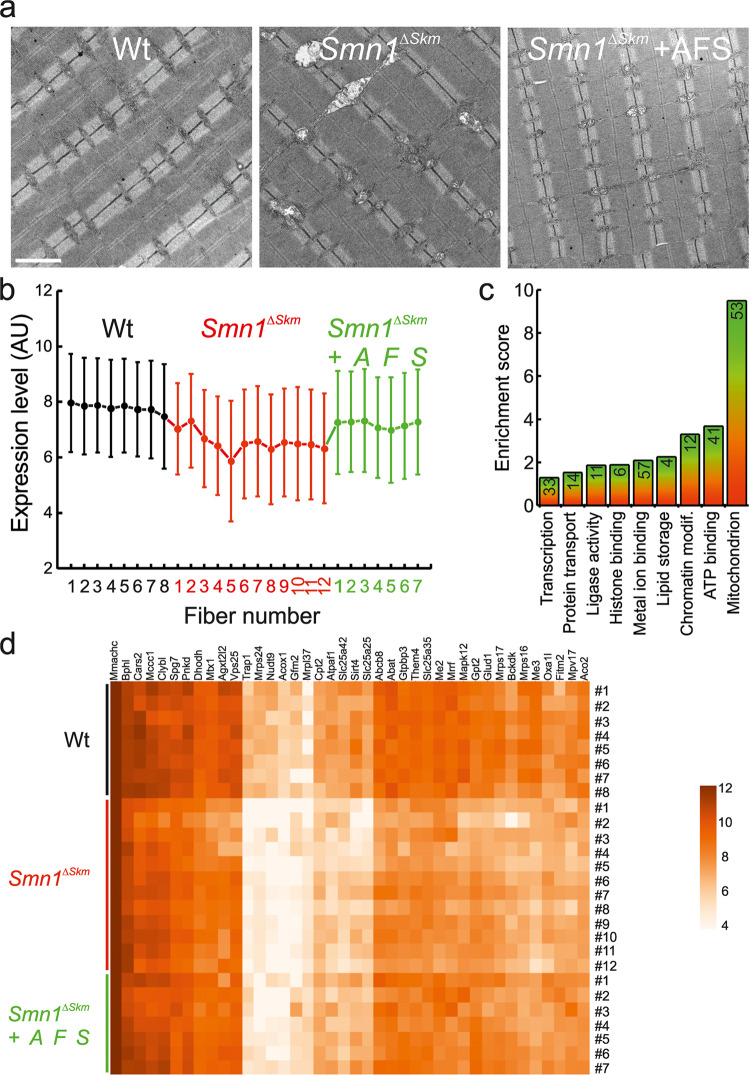
AFS transplantation in *Smn1*^*ΔSkm*^ mice rescues mitochondrial alterations. **a** Representative electron micrographs of mitochondria from TA muscles of Wt and untreated or AFS-treated *Smn1*^*ΔSkm*^ mice. Scale bar: 2 μm. **b** Expression pattern of genes obtained by Pavlidis Template Matching algorithm that match the template expression profile of high expression in Wt myofibers, low in the *Smn1*^*ΔSkm*^ myofibers, and high in the *Smn1*^*ΔSkm*^ + AFS myofibers (threshold R of 0.7). **c** Gene ontology analysis of the genes with the expression profile in **b**. Enrichment score by DAVID was used to rank the annotation groups. The numbers inside bars correspond to the number of genes for each cluster. **d** Heat-map of the genes with the expression profile pattern in **b**) distinguishes the signatures of myofibers isolated from *tibialis anterior* muscles of Wt and untreated or AFS-treated *Smn1*^*ΔSkm*^ mice.

## Discussion

The approved therapies for SMA aim at rescuing the loss of the survival motor neuron (SMN1) protein almost exclusively in motor neuron populations. However, other cell types and tissues where this gene is expressed, are intrinsically affected by depletion of SMN1 and this feature significantly contributed to the failure of the current molecular treatments to cure SMA. As skeletal muscle is one of the most vulnerable tissues to SMN1 insufficiency, revealing muscle-autonomous molecular mechanisms in SMA disease is crucial for developing therapies that prevent the loss of skeletal muscle and that can be combined with the restoration of SMN in motor neurons. Here we applied high resolution transcriptional analyses on isolated myofibers to unmask the transcriptional profile of individual SMA affected muscle fibers. 

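The files place the *Smn1* probes on chromosome 13 of mm9, from 100907539 to 100907598 and from 100898171 to 100898230. Whether either lies in the deleted exon was not determined here. In AFS-treated *Smn1* ΔSkm mice the former lay at 0.24 ± 0.82 on the log2 scale (SD, n = 2 mice), 0.075 above untreated *Smn1* ΔSkm mice (limma, adjusted p = 0.9998). The difference from Wt was -1.61 (standard error 0.399, limma, adjusted p = 0.0478). The difference from untreated *Smn1* ΔSkm changed direction under several alternatives, among them the removal of AFS-treated mouse 2, which gave -0.50.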

We used an extensively characterized mouse model in which the murine Smn exon 7 is flanked by two LoxP sequences and deletion is occurring only in skeletal myofibers by placing the Cre recombinase under the control of the human α‐skeletal actin gene promoter. Our single myofiber analysis revealed myofiber-specific gene expression patterns that are altered upon *Smn1* loss. Unsurprisingly, given the well-known nuclear role of SMN, more than 200 genes associated with transcription were found differentially expressed in *Smn1*^*ΔSkm*^ myofibers compared with controls. Moreover, 73 translation-related transcripts were found downregulated, confirming the role of SMN in RNA synthesis and metabolism [60]. Interestingly our gene ontology analysis pointed out to a signature of mitochondrial dysfunction. Therefore, we inspected mitochondrial morphology and function in muscles from *Smn1*^*ΔSkm*^ mice. Electron microscopy analysis showed mitochondrial vacuolar degeneration: several grades of degeneration were recognized, from concentric, onion-like arrangement of mitochondrial cristae to mitochondrial swelling. However, several unaltered mitochondria were also observed, suggesting a possible compensatory effect of increased biogenesis, as confirmed by the higher mitochondrial proteins levels found in *Smn1*^*ΔSkm*^ muscle This could be a consequence of the continuous regeneration of the muscle compartment by muscle stem cells [61] which could lead to the retrieval of these “normal” mitochondria. While rates of oxygen consumption were comparable in Wt and *Smn1*^*ΔSkm*^ muscles, *Smn1*^*ΔSkm*^ muscles showed strongly reduced mitochondrial spare respiratory capacity compared to Wt. The decline in spare reserve capacity was found associated with a reduction in the activity of the complex IV-formed respiratory supercomplexes that provide higher efficiency during ETC minimizing the generation of ROS [62]. This could result from defects in the assembly of COX2 since *Cox18* and *Tmem177* were found strongly reduced in *Smn1*^*ΔSkm*^ myofibers. Accordingly, despite no overall decrease amount of complex I, its enzymatic activity that is dependent on the presence of complex IV [63], was strongly reduced in *Smn1*^*ΔSkm*^ muscle compared to Wt. Accordingly, as complex I is one of the major site for ROS production, high levels of ROS and Ca^2+^ uptake characterized the *Smn1*^*ΔSkm*^ muscle fibers mitochondria, pointing to the possibility that opening of the PTP was favored by SMN loss and potentially explaining the extensive mitochondrial swelling observed in the *Smn1*^*ΔSkm*^ muscles. However, we failed to record signs of PTP opening in experiments of real time membrane potential measurements in response to oligomycin. Whether this failure was due to experimental limitations (i.e., fiber contraction during oligomycin treatment) or truly to the lack of PTP opening remains to be elucidated.

Often, the accumulation of morphologically altered mitochondria results from a failure in mitophagy. Our transcriptomic data pointed to this direction: *Bnip3* and *Fundc1*, the best known membrane receptors linked to hypoxia-induced mitophagy, were significantly downregulated in *Smn1*^*ΔSkm*^ myofibers, while *Park2* was increased, probably as a compensatory mechanism for the inefficient removal of damaged mitochondria. 

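The *Fundc1* probe (chromosome X of mm9, 17133867 to 17133926) lay at 0.40 ± 0.63 on the log2 scale in Wt (SD, n = 2 mice) and at -1.16 ± 0.26 in *Smn1* ΔSkm (SD, n = 3 mice). The difference was -1.56 with a standard error of 0.335 (limma, adjusted p = 0.0194). The *Bnip3* probe listed in Supplementary Table 1 had values on 7 of 8 Wt and 3 of 12 *Smn1* ΔSkm arrays and did not pass the filter. With the measured signal kept it differed by -2.09, and without the filter limma called it (adjusted p = 0.00882). With normexp before quantile normalization the difference was -0.81. The probe was well above the background on 5 of 12 *Smn1* ΔSkm arrays, so the size of its fall is uncertain. Of the other *Bnip3* probes, the brighter differed by -1.04 (standard error 0.273, limma, adjusted p = 0.0326) and the dimmer by -0.79 (adjusted p = 0.0998 over all probes). For *Fundc1* all 3 *Smn1* ΔSkm mice lay below both Wt mice. The calls of *Fundc1* and the brighter *Bnip3* probe were lost without either Wt mouse, also with slide as a random block (-1.68 and -1.06, adjusted p = 0.0527 and 0.0762), that of *Fundc1* without *Smn1* ΔSkm mouse 3 (0.0543), and that of *Bnip3* without *Smn1* ΔSkm mouse 2 (0.0915), *Smn1* ΔSkm mouse 3 (0.0776) or either AFS-treated mouse (0.0538), and with 9 of 17 other choices in all, among them quantile normalization (0.107).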

Increased protein levels of LC3II and increased phosphorylation of the ER stress protein eIF2α corroborated our hypothesis. Efficient autophagy requires the simultaneous increase in lysosomal activity, to ensure the degradation of autophagic substrates by mobilizing a variety of proteins, lipids and intracellular membranes of different organelles [64, 65]. Notably, the lysosomal-associated membrane protein LAMP was reduced in muscle of *Smn1*^*ΔSkm*^ mice potentially explaining the lysosomal facet of mitophagy failure. To understand whether altered autophagy was responsible for the accumulation of damaged mitochondria in the *Smn1* deficient muscle cells, we assessed the autophagic flux. Our data show that *Smn1* deficiency causes autophagy/mitophagy alterations and finally defective mitochondrial clearance.

Interestingly, when we infused *Smn1*^*ΔSkm*^ mice with AFS cells that correct their muscle phenotype, ultrastructural alterations in mitochondria were corrected. We investigated the reprogramming of the transcriptome in ASF-transplanted myofibers and we found that expression of several mitochondrial genes that were downregulated upon SMN loss returned to Wt levels.

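Of the 217 MitoCarta genes called lower in *Smn1* ΔSkm, 31 were still called between AFS-treated and Wt mice. Relative to the other genes, all tested MitoCarta genes lay -0.19 from Wt in AFS-treated mice (camera, p = 0.0273, adjusted p = 0.105). The shift was thus not called after adjustment over the lists. Its unadjusted p was also above 0.05 under 8 alternatives that kept all mice, among them quantile normalization (-0.14, p = 0.118) and the estimated correlation (p = 0.158), and also without Wt mouse 1 (-0.14) or AFS-treated mouse 1 (-0.12). The list lay at -0.26 and -0.12 in the AFS-treated mice. A call that is lost does not show that a gene is at the level of Wt.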

Our results corroborate the concept that mitochondria may represent a relevant target for a combinatorial therapy in SMA disease. Indeed, the PTP modulator Olesoxime, a promising drug that preserves mitochondrial homeostasis, motoneuron integrity in SMA and increases motor function in SMA patients [66, 67] entered phase III clinical trial. This was then stopped because of a commercial decision by the owner of the drug. However, given the mounting evidence for a role of mitochondria in SMA pathophysiology, this cancellation could be envisaged as premature from a scientific point of view. Novel mitochondrially-targeted therapies are needed especially for adults with Type 2/3 SMA since the current gene treatments need to be started earlier, before motor symptoms develop, to achieve the highest probability of success.

AFS cells transplantation can be envisaged as a biological treatment to restore mitochondrial homeostasis in SMA. Our previous data show that AFS GFP + cells integrate in the muscle stem cell compartment with long-term potential for muscle regeneration in HSA-Cre, SmnF7/F7 mutant mice, being able to become muscle cells after systemic injection [25]. These experiments tend to support a model whereby the correction is due to the replenishment of the muscle stem cell niche with functioning AFS cells. At the same time, it is possible that mitochondria from the AFS cells are transferred to Smn1-/- muscle, thereby contributing to the amelioration of the phenotype by a multipronged mechanism that comprises the repopulation of the muscle stem cell compartment with healthy AFS derived stem cells, the correction of the Smn1-/- stem cells mitochondrial population by transfer of mitochondria from the AFS cells, and even the correction of the mature muscle mitochondria by AFS derived mitochondria.

Regarding the therapeutic perspective, human AFS cells from the second and third trimesters of gestation display a low immunogenic profile [68] and appear safe [69]. Moreover, given their stem-like properties a very low number of AFS cells can be transplanted to achieve clinical efficacy. This was the case in our mouse model and a similar scenario can be envisioned in SMA pediatric patients where AFS transplantation can be used to restore skeletal muscle mitochondrial integrity, in combination with the approved gene therapies.

## Supplementary information

Supplemental Figure S1

Original western blots

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Reproducibility Checklist

# Supplementary material for: Dysfunctional mitochondria accumulate in a skeletal muscle knockout model of Smn1, the causal gene of spinal muscular atrophy
**Source:** Cell Death Dis. 2023 Feb 27;14(2):162. doi: 10.1038/s41419-023-05573-x
**Supplement:** Supplementary file 1 — Supplemental Figure S1

**Supplemental Figure S1** *related to Figure 4*

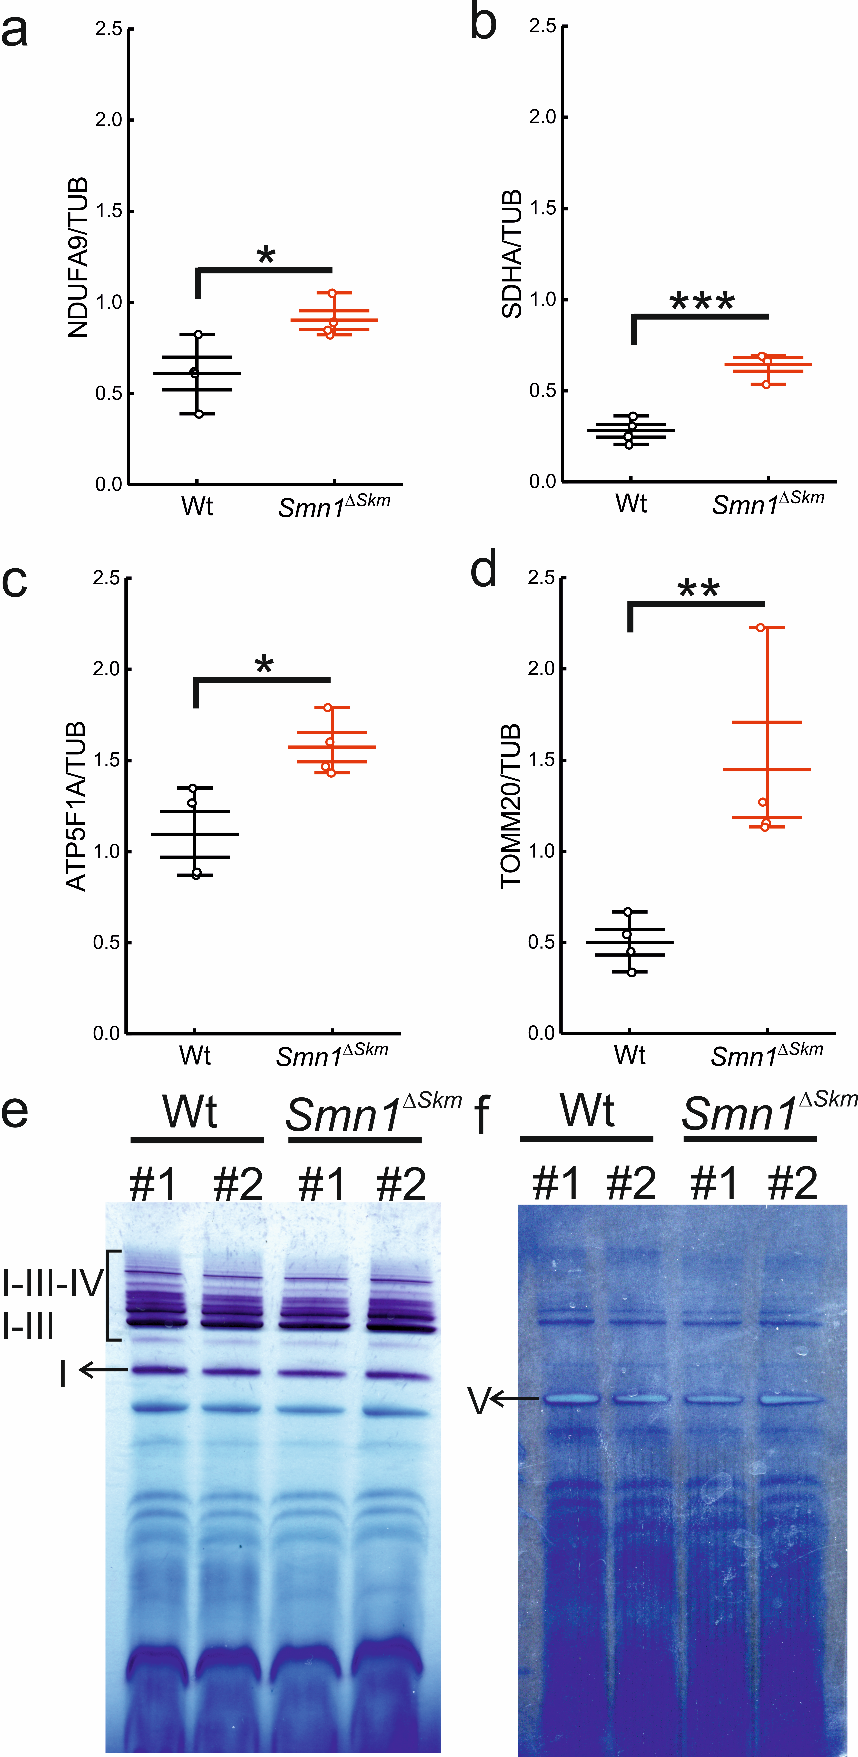

**Supplemental Figure S1. SMN1 deficiency causes changes in the expression of key mitochondrial proteins.** a-d) Box-dots plots of the densitometry analyses for NDUFA9 (a), SDHA (b), ATP5F1A (c) and TOMM20 (d).TUB was used as loading control. The error bars indicate SEM; *p<0.05; **p<0.01; ***p<0.001. e) CI-specific BNGE in-gel activity. No significant difference was detected in the staining of the bands corresponding to CI-holoenzyme and CI-containing sc. d) CV-specific BNGE in-gel activity. No significant difference was detected in the staining of the band corresponding to CV-holoenzyme.

How the deposited data were processed for this re-analysis (not part of the article)

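Single myofibers of the TA muscle were profiled on 27 arrays: 8 myofibers of 2 Wt mice, 12 of 3 *Smn1* ΔSkm mice and 7 of 2 AFS-treated *Smn1* ΔSkm mice, grouped by the labels of the samples. RNA of 1 myofiber was amplified and labelled in 1 colour for each array, an Agilent SurePrint G3 Mouse design with 62976 spots, of which 3671 are controls, and 55681 probes. The scanner software reports an intensity for each spot, background-subtracted and detrended within the array, with flags for spots that were not found, not well above the background or uneven. It did not normalize between arrays. The authors' value table holds linear intensities with 1 column per array, made equal in distribution between arrays and left empty where a probe was not well above the background. The paper's text states that intra- and inter-array normalization was done but does not name the method. Within each array the ranks of both kinds of values were the same, with a lowest Spearman's rho of 0.999999.

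All values were computed from the scanner signal in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The signal was taken to log2 and the 75th percentile of each array was subtracted. Control spots and marked spots were left out, and 432 probes on several spots were averaged. The filter on available values was the 75% of the paper's methods, over the arrays compared. The paper's list does not follow this filter over the same arrays: of the 1998 probes read from Supplementary Table 1, 113 have fewer than 15 of 20 values in the authors' value table, down to 1. The flags of the methods are those for spots not found or not well above the background, and here uneven spots were left out as well. Probes were named through the accessions of the files (26425 probes), through the symbol (4814) or by the name in the files (24442), and positions are those of mm9 as the files give them. Each gene was counted once, by its brightest probe. Where Supplementary Table 1 lists a probe of a gene named in the paper, that probe is given. Such probes were listed for their difference between the same myofibers, and their calls are not independent evidence.

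The labels tie each myofiber to a mouse, so mouse means were compared with limma in 1 model of all 3 groups, with 4 residual and 4.259 prior degrees of freedom and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05. In 240 genes a mouse had no value. Lists were tested with camera at a preset correlation of 0.01: MitoCarta, the 7 autophagy lists together and one by one, the genes of Fig. 6b, genes encoded in the mitochondrial genome, dissociation stress, fast and slow fibers, macrophages, endothelial cells, fibroblasts, erythrocytes, regeneration, denervation, p53 targets, the transcription factors that the paper names, the proteins it blots and the genes named in its text. For lists, exact permutation tests over the mice were two-sided. Genes were named by a rule, which took every gene that the paper names in its text or blots. It also took the 5 called genes that rose most and the 5 that fell most. The 3 that rose and the 3 that fell most in MitoCarta and in the autophagy lists were taken too. Called genes taken by size had to have all *Smn1* ΔSkm mice on the same side of both Wt mice. Last came the 5 template genes with the largest difference between AFS-treated and *Smn1* ΔSkm. Values of some of the genes the paper names were seen in Supplementary Table 1 beforehand. The scaling, the filter, the unit of replication, the tests, the thresholds, this rule and 32 of the settings compared were chosen before the data were examined. Another 8 were added after the data were seen, among them the values within scan days and the estimated correlation for the AFS-treated mice.

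Alternatives were quantile normalization, centring on the median of the probes detected on all arrays, normexp background correction with an offset of 50 before quantile normalization, the authors' value table, the measured signal kept, only probes available on every array, no filter, the mean of all probes of a gene, myofibers as replicates with and without the mouse as a random block, SAM on the myofibers at a q under 0.001 with 100 permutations where the methods name 1000, an adjusted p under 0.001, only the 2 groups compared, the slide or scan day as a block (fixed, beside the mouse as a random one, for AFS-treated against *Smn1* ΔSkm mice, and random for the comparisons with Wt), the mouse number as a block, an intensity trend in the variance, and each mouse left out. With slide or scan day as a block the single myofibers were fitted, and for the comparisons with Wt the mouse was not in the model. Random draws used 100 simulations and 10000 lists.

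Per array, between 23170 and 37580 probes had values, and no spot was saturated. The 75th percentile of the signal lay between 90.7 and 158 in Wt, 133 and 220 in *Smn1* ΔSkm and 89.9 and 150 in AFS-treated myofibers. The negative controls lay between 21.9 and 24.8 in Wt, 11.9 and 16.3 in *Smn1* ΔSkm and 12.1 and 16.1 in AFS-treated myofibers. The arrays lay on 6 slides scanned on 3 days. The Wt arrays had a slide and a day of their own. Scan day 1 held 3 myofibers of *Smn1* ΔSkm mouse 1 and 2 of AFS-treated mouse 1, and scan day 2 all others of both groups.

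The tests were tested on simulated data with the spread and the missing values of the real arrays, 16624 genes and 200 changed genes, in 10 repeats for limma and camera and in 1 for SAM, the template and the recovery. At a log2 difference of 2, limma found 30.9% of the changed genes between *Smn1* ΔSkm and Wt, 33.3% between AFS-treated and *Smn1* ΔSkm and 0% between AFS-treated and Wt. At a difference of 1 it found 0.8% between *Smn1* ΔSkm and Wt. It called a mean of 1.2 unchanged genes between *Smn1* ΔSkm and Wt. With spread between the mice, SAM on the myofibers found 87% of the genes changed by 2 and called 134 unchanged genes, and without that spread 96% and 0. Camera found 10 of 10 lists moved by 0.5 and no unmoved list. At a simulated log2 difference of 3, the template at an r of at least 0.7 found 99.5% of its genes with 69 unchanged ones. At the same size, a recovery simulated at 50% came out at 48.6%. The largest real rise of a template gene in AFS-treated mice was 2.02, so these values do not give the power at the observed sizes. Annotation enrichment with DAVID, binding sites of transcription factors with oPOSSUM and protein networks were not analysed here. Protein, histology, electron microscopy and muscle function were not used here. The result for 1 gene is not reported here.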

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

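The tests with slide as a block for the AFS-treated and Wt mice and of stress against the MitoCarta genes were chosen only after the result was seen. Only Wt and AFS-treated myofibers were tested for lying far from their group, and *Smn1* ΔSkm myofibers were not. A myofiber lay far from the others of its group in 4 of 18 groups of values tested, where chance gives about 1 in 20 groups. In each, the gap between the farthest value and its neighbour, divided by the range of the group, was above Dixon's 95% critical value for its size.

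Wt myofiber 8 stood apart in 3 of these values. It had 34001 probes with values, where the nearest Wt myofiber had 27318 and the farthest 23864, a gap of 0.659 of the range. Its mean correlation with the other Wt myofibers was 0.903, where the nearest was 0.936 and the highest 0.953, a gap of 0.666. The *Smn1* probe listed in Supplementary Table 1 lay at 0.63 on the log2 scale, where the nearest lay at 1.57, a gap of 0.537. Dim probes that other Wt arrays hardly measure are argued against as the reason for the low correlation, since over the 13128 probes available on every array the gap was still 0.631, with 0.899 in Wt myofiber 8 and 0.932 to 0.952 in the others. RNA of macrophages, endothelial cells or fibroblasts stays open as the source of the additional probes. The 36 markers of these cells deviated by a mean of -0.10 from the other Wt myofibers, below the median of 0.32 for random lists of the same brightness, and 15 of them were higher, but most of them were too dim to be tested (of 15, 11 and 10 genes, 6, 4 and 3 were), so the bound set beforehand was wrong. The low *Smn1* signal may come from the scale of that array. The *Smn1* probe nearest to probes of its brightness lay -0.53 SD from them and the other -1.13 SD, so that they fall on either side of the bound of 1 SD and the test leaves this open. A *Smn1* ΔSkm myofiber under a Wt label stays open too. Wt myofiber 8 correlated with *Smn1* ΔSkm myofibers by 0.866, less than with the other Wt myofibers, but it shares its slide with them and that slide holds no other group. The design gives no biological difference between Wt myofibers, so no biological explanation was tested.

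AFS-treated myofiber 3 had the highest signal of the other *Smn1* probe, 3.88, where the nearest lay at 2.96, a gap of 0.607 of the range. This lies 1.32 SD from the mean deviation of probes of the same brightness on that array, so the spread of that array is a candidate explanation, and no biological explanation was tested.

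The paper sets AFS-treated beside Wt mice in its template. Over all genes limma called 1313 of 16624 between them, 577 higher and 736 lower in AFS-treated mice, with 4956 at an unadjusted p under 0.05. Of the 1302 genes called higher in *Smn1* ΔSkm than in Wt, 531 were also called higher in AFS-treated mice, and of the 2319 called lower 718 were also called lower. Both comparisons share the Wt mice, so this overlap is not independent evidence. The correlation of the differences over 16505 genes was 0.926, where 100 simulations of mice without differences, with the Wt mice shared, gave a mean of 0.548 and at most 0.566. The Wt slide is shared as well. With slide as a random block over the single myofibers, without the mouse in the model, limma called 1193. Slide and scan day cannot be told apart from this comparison, since the slide of the Wt arrays holds no other group and has a scan day of its own. Without Wt mouse 1, Wt mouse 2 or AFS-treated mouse 1 limma called 0 genes, with 2613, 3308 and 2845 at an unadjusted p under 0.05; SAM on the myofibers of all mice called 3018. Limma called 4878 without *Smn1* ΔSkm mouse 1, 565 without *Smn1* ΔSkm mouse 2, 508 without *Smn1* ΔSkm mouse 3 and 174 without AFS-treated mouse 2. A lasting effect of the genotype stays open and was not tested apart from the slide.

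Genes of dissociation stress, written as a list before the test, were higher in *Smn1* ΔSkm than in Wt by 0.82 relative to the other genes (camera, p = 0.00198, adjusted p = 0.00826). Of 45 genes on the array 42 were tested, with a mean of 0.71 and a median of 0.40, and 9 were called higher and 1 lower. Relative to Wt and the other genes, they lay at 0.091, 1.22 and 1.09 in the *Smn1* ΔSkm mice and at 1.49 and 1.14 in the AFS-treated mice (exact permutation p = 0.3 between *Smn1* ΔSkm and Wt), so *Smn1* ΔSkm mouse 1 did not show the rise. Between AFS-treated and *Smn1* ΔSkm mice they rose by 0.51 (camera, p = 1.6e-06; exact permutation p = 0.5). The rises were there under each scaling. Scan day or slide may be the reason. Between the scan days of AFS-treated mouse 1 the list differed by 0.962 of the difference between *Smn1* ΔSkm and Wt, and between those of *Smn1* ΔSkm mouse 1 by 0.108. The Wt slide holds no other group, which keeps this open. The values argue against stress of isolation that also lowers the MitoCarta genes. By the group mean the stress genes were highest in AFS-treated mice, though *Smn1* ΔSkm mouse 2 (1.22) lay above AFS-treated mouse 2 (1.14). The MitoCarta genes of AFS-treated mice still lay above *Smn1* ΔSkm by at least 0.23 under each scaling. A rise that belongs to the genotype stays open as well.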

How the results depend on the processing

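Chosen only after the data were seen were SAM on the authors' table, the probes of Supplementary Table 4, the arrays of scan day 2 or of day 1 or slide 3 alone, and the estimated correlation for AFS-treated mice. The cause of a change was not tested except where the setting itself gives it. The signal over the background limits which probes can be compared: of 55681 probes 22870 had values on enough arrays.

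The MitoCarta shift between *Smn1* ΔSkm and Wt kept its direction and its call with camera under each alternative, from -0.58 to -0.31, and without each mouse, from -0.57 to -0.45. The autophagy shift ranged from -0.40 to -0.22, and from -0.43 to -0.26 without each mouse, and lost its call only with the estimated correlation (-0.33, p = 0.112). Fry tests another value, the mean of a list against no change, and called both lists (MitoCarta -0.57, p = 0.000297, and autophagy -0.43, p = 0.00283). The MitoCarta shift between AFS-treated and *Smn1* ΔSkm mice lost its call with slide as a fixed block (0.083, p = 0.439), which rests mainly on 1 array of each group, and lay between 0.25 and 0.38 without each mouse. The arrays of scan day 2 alone gave 0.38 and those of day 1, without a test, 0.037.

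The MitoCarta shift between AFS-treated and Wt mice, -0.19, had an unadjusted p of 0.0273 and was not called after adjustment over the lists (0.105). The unadjusted p was also above 0.05 with quantile normalization (-0.14), centring on the median (-0.19, p = 0.0500), normexp (-0.089), the authors' table (-0.13), probes on every array (-0.11), no filter (-0.17), myofibers as replicates (-0.21) or the estimated correlation (-0.19, p = 0.158), with p between 0.00804 and 0.217 over the alternatives. Without each mouse it ranged from -0.26 to -0.12, and the unadjusted p was above 0.05 without Wt mouse 1 (-0.14) or AFS-treated mouse 1 (-0.12).

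Between *Smn1* ΔSkm and Wt, 3735 genes were called. With myofibers as replicates 9248 were called, with the mouse as random block 6011, with SAM on myofibers 5788, and 6836 were called by SAM on the values of the authors. With slide as a random block over the single myofibers, without the mouse in the model, limma called 1904. At an adjusted p under 0.001 the reference setting called 0, a count that follows from its lowest adjusted p of 0.00365. Without each mouse limma called 0 to 7477: 0 without either Wt mouse, where the lone mouse is assumed to vary like the other groups, with 3694 and 4660 at an unadjusted p under 0.05, and 7477, 1385 and 1616 without *Smn1* ΔSkm mouse 1, 2 and 3. Of the 3119 genes called after centring on the median 2681 were also called in the reference setting, and of the 2811 called after quantile normalization 2645.

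Between AFS-treated and *Smn1* ΔSkm mice, 20 genes were called with myofibers as replicates, 27 with SAM on myofibers and 358 with slide as a fixed block, and limma called 0 in all other settings, also without each mouse, with 528 at an unadjusted p under 0.05 over all mice. Between AFS-treated and Wt, where 1313 were called, the counts were 760 with quantile normalization, 790 with the authors' table, 858 on probes on every array, 1978 with no filter, 6944 with myofibers as replicates, 3408 with the mouse as random block, 3018 with SAM on myofibers, 0 at an adjusted p under 0.001, 3164 with only the 2 groups compared and 2119 with scan day as a block. Without each mouse they ranged from 0 (Wt mouse 1, Wt mouse 2 or AFS-treated mouse 1) to 4878 (*Smn1* ΔSkm mouse 1), with 565, 508 and 174 without *Smn1* ΔSkm mouse 2, *Smn1* ΔSkm mouse 3 and AFS-treated mouse 2.

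The share of MitoCarta genes called, 20.6%, was 12.4% with quantile normalization, 11.8% after centring on the median, 12.9% with the authors' table, 46.3% with myofibers as replicates, 0% at an adjusted p under 0.001 and 10.9% with slide as a block. The share of autophagy genes, 21.3%, was 13.8% with normexp, 43.2% with myofibers as replicates, 0% at an adjusted p under 0.001 and 11.6% with slide as a block. Without each mouse the shares ranged from 0 to 35.3% and from 0 to 34.9%, with 0 without either Wt mouse, the highest without *Smn1* ΔSkm mouse 1, 8.89% and 8.50% without *Smn1* ΔSkm mouse 2, and 8.18% and 10.5% without *Smn1* ΔSkm mouse 3.

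The part of the MitoCarta difference covered in AFS-treated mice, 33.2%, was 25.9% after centring on the median, 28.1% with normexp, 27.7% with the authors' table, 27.9% with no filter, 40.5% with myofibers as replicates, 39.3% with slide as a block and 27.7% with separate *Smn1* ΔSkm myofibers for each of the differences. Without each mouse it ranged from 27.2% (AFS-treated mouse 2) to 35.4%. An adjusted p under 0.001 and the removal of either Wt mouse left no called gene and so no value. The excess of correlation within genotypes, 0.055, was 0.22 on called probes and 0.350 on the 1000 most variable, and 0.038 to 0.078 without each mouse. Settings that change only the test gave no value for it or for the template.

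The template held 347 genes, and 194 with quantile normalization, 158 after centring on the median, 161 with normexp, 195 with the authors' table, 23 at r of at least 0.8, 1325 at r of at least 0.6, 1816 over the 7 mouse means and 204 with the probes of Supplementary Table 4. Without each mouse it held 199 (Wt mouse 1) to 1506 (AFS-treated mouse 1), and 864 without AFS-treated mouse 2.

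With the mouse number as a block (replicate block), 2285 genes were called between *Smn1* ΔSkm and Wt, 0 between AFS-treated and *Smn1* ΔSkm and 940 between AFS-treated and Wt. Of the MitoCarta genes 10.9% and of the autophagy genes 14.3% were called, and the shifts were -0.46 (MitoCarta) and -0.31 (autophagy) between *Smn1* ΔSkm and Wt, and 0.27 and -0.19 (MitoCarta) for AFS-treated against *Smn1* ΔSkm and Wt, with a covered part of 38.7%. Mice with the same number correlated by 0.148 and 0.040 (Wt and *Smn1* ΔSkm), 0.309 and 0.190 (*Smn1* ΔSkm and AFS-treated) and -0.065 (Wt and AFS-treated) across genes. *Smn1* ΔSkm mouse 1 and AFS-treated mouse 1 also share scan day 1 and a slide.

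Some differences of genes reversed. That of *Sqstm1* between *Smn1* ΔSkm and Wt, -0.022, became 0.32 with quantile normalization, 0.20 after centring on the median, 0.53 with normexp, 0.34 with the authors' table, 0.0066 with scan day as a block, 0.033 without Wt mouse 2 and 0.039 without *Smn1* ΔSkm mouse 2, and was lowest without *Smn1* ΔSkm mouse 3 (-0.10). That of *Smn1* between AFS-treated and *Smn1* ΔSkm, 0.075, became -0.013 after centring on the median, -0.0078 with myofibers as replicates, -0.033 with slide as a block, -0.039 without *Smn1* ΔSkm mouse 1, -0.50 without AFS-treated mouse 2 and 0.65 without AFS-treated mouse 1. That of the brighter *Smn1* probe between *Smn1* ΔSkm and Wt, 0.19, became -0.75 with the mean of all probes, -0.074 without Wt mouse 2, -0.067 without *Smn1* ΔSkm mouse 1 and 0.45 without Wt mouse 1. *Gab1* and *Plin3* between AFS-treated and *Smn1* ΔSkm became -0.12 and -0.030 with slide as a block, and *Sdha* between *Smn1* ΔSkm and Wt, 0.12, became -0.091 without *Smn1* ΔSkm mouse 1 and 0.31 without *Smn1* ΔSkm mouse 3. Limma called none of these in the reference setting, while SAM on the myofibers called *Gab1*.

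Of 51 values of named genes, 812 repeats that kept all mice gave 711 with the direction and side of the threshold kept, 68 that lost and 18 that gained a call, 4 without a test that moved and 11 that reversed. Of the 29 called ones, 10 lost the call with slide as a block, 29 at an adjusted p under 0.001, and 28 of 28 without either Wt mouse.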

Differences from the paper's values

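No test in this part was chosen only after the result was seen, except SAM on the authors' table. In the paper the myofibers were the replicates of the test, and here the mice were. The thresholds differ too: the paper used a SAM q under 0.001, and limma here an adjusted p under 0.05. At an adjusted p under 0.001 limma called 0 genes. Shares here are of the genes on the array. Supplementary Table 1 was read for 1998 of the paper's 2197 genes, so no overlap with it was tested.

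The paper's number of differentially expressed genes between *Smn1* ΔSkm and Wt is 2197, where limma called 3735. Of the 24 alternatives set before the data were examined, 11 lie within 1.5 times of the paper's number: quantile normalization, centring on the median, normexp, the authors' table, probes on every array, only the 2 groups compared, the slide block, the replicate block, and the removal of *Smn1* ΔSkm mouse 3, AFS-treated mouse 1 or AFS-treated mouse 2. The other 13 do not. The paper's SAM test at its threshold, run on the myofibers of the scanner signal, called 5788, and 6836 on the values of the authors, a setting chosen after seeing the values.

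The paper's number of genes higher in *Smn1* ΔSkm is 590, where 1316 were called. Within 1.5 times lie 5 of 24 alternatives, which are probes on every array, the slide block, the replicate block, and the removal of *Smn1* ΔSkm mouse 2 or *Smn1* ΔSkm mouse 3. The paper's number of lower genes is 1607, where 2419 were called. Within 1.5 times lie 14 of 24, the 11 named for all genes and the measured signal kept, no filter and the mean of all probes.

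The paper's share of MitoCarta genes is 10% and its number 114, where 20.6% and 232 genes were called. In 11 of 24 alternatives the values lie within 1.5 times, which are quantile normalization, centring on the median, normexp, the authors' table, only the 2 groups compared, the slide block, the replicate block, and the removal of *Smn1* ΔSkm mouse 2, *Smn1* ΔSkm mouse 3, AFS-treated mouse 1 or AFS-treated mouse 2. The other 13 do not.

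For the core genes of autophagy the paper's share is about 12% in Fig. 6a, read by eye, where 20.7% were called. Within 1.5 times lie 11 of 24 alternatives: quantile normalization, centring on the median, normexp, the authors' table, probes on every array, no filter, only the 2 groups compared, the slide block, the replicate block, and the removal of AFS-treated mouse 1 or mouse 2. For the lysosome list the paper's share is about 12% in Fig. 6a, read by eye, where 20.3% were called. Within 1.5 times lie the same alternatives, with the removal of *Smn1* ΔSkm mouse 3 in place of no filter.

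The paper states that all *Smn1* ΔSkm myofibers form a group apart from the controls, and its Fig. 1b clusters differentially expressed genes. Over all probes, the first split sets *Smn1* ΔSkm myofibers 1 to 3 apart from all other myofibers, while over the called probes or the 1000 most variable probes it separates the genotypes. The paper states that *Cox18*, *Oxa1l* and *Bnip3* are lower in *Smn1* ΔSkm. Their probes in Supplementary Table 1 did not pass the filter on available values here and were not tested with it, and some other probes of that table also have fewer values than the filter asks for. With no filter and the measured signal kept limma called all of them, at -1.91 for *Cox18*, -2.09 for *Oxa1l* and -2.09 for *Bnip3*. With normexp these differences were -0.92, -0.80 and -0.81. Other probes of *Oxa1l* (-0.96) and *Bnip3* (-1.04) that passed were called lower. The paper states that several mitochondrial genes returned to the level of Wt after AFS treatment. Of the 217 genes called lower, 207 moved toward Wt and 51 covered at least 50% of the difference, and limma called 0 genes between AFS-treated and *Smn1* ΔSkm mice, with 528 at an unadjusted p under 0.05 and 20 with myofibers as replicates and 27 with SAM. The paper's methods give a total of 25 arrays, where the labels and the numbers by group give 27. For the AFS-treated mice the paper's results give other numbers of fibers and mice than the labels, which hold 7 myofibers of 2 mice.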

Other observations

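Chosen only after the result was seen were the tests of fast and slow fibers, of slide and scan day for the MitoCarta genes, of the scaling, of the values left out, of the arrays of scan day 2 alone and of separate *Smn1* ΔSkm mice.

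The template count was set beside other splits of the 7 mice into 4 and 3. Of 35 splits, 5 gave at least the 347 genes of the real one, itself included, and the highest other gave 1403, so chance cannot be excluded. That split set *Smn1* ΔSkm mice 2 and 3 and both AFS-treated mice against the others, and its count points to a structure of the samples. For the comparison of *Smn1* ΔSkm with Wt, the 5 mice allow 10 splits, too few for a share under 0.05. In 1 of the splits, the real one, 3735 genes were called, and the highest other split gave 0, counted with limma.

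The MitoCarta genes were lower in *Smn1* ΔSkm than in Wt. Probe GC content and brightness are argued against as the whole cause, since against genes matched on both the difference was -0.40, 0.815 of the unmatched one, and 0 of 10000 random matched lists lay at or below the mean of the MitoCarta genes (random lists -0.28 to -0.054). More glycolytic myofibers among the *Smn1* ΔSkm myofibers stay open: the list of fast fiber genes was lower (-0.52, camera, adjusted p = 0.0171) than the other genes, but only by -0.17 with quantile normalization and -0.12 with the authors' table, and that of slow fiber genes, with 5 genes tested, was higher but not called (0.79, adjusted p = 0.149). The difference between them was -0.66 or lower under each scaling. The slide and scan day of the Wt arrays stay open. With slide as a random block the shift was -0.47, but no other group lies on that slide. An effect of the genotype is consistent with these values and was not separated from the slide.

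More genes were called lower than higher in *Smn1* ΔSkm. Whether the scaling is the reason stays open. The share of lower calls, 64.8%, was 57.2% to 60.9% with quantile normalization, normexp and the authors' table, and 43.9% when the arrays were centred on the median of the probes detected everywhere, but centring moves all genes of an array alike and so moves this share by itself. Values left out for dim spots stay open too: the share was 70.2% over probes available on every array, but 55.2% with the measured signal kept and 48.4% without the filter. An effect of the genotype stays open and was not tested apart from these.

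In the clustering over all probes, *Smn1* ΔSkm myofibers 1 to 3 stood apart, and a candidate explanation is their scan day. The AFS-treated myofibers of that day correlated with them by 0.902 and with the AFS-treated myofibers of their own mouse on the other day by 0.919. The ranges, 0.872 to 0.915 and 0.902 to 0.938, overlap, and myofibers of a mouse share more than a day, so the bound set beforehand was wrong and the test leaves the question open. Without *Smn1* ΔSkm mouse 1 the calls between *Smn1* ΔSkm and Wt rose to 7477. Whether this is because its myofibers lie on both scan days stays open. With only scan day 2 for the *Smn1* ΔSkm and AFS-treated arrays, 5098 genes were called. This is more than 3735, though within the bound of 1.5 times set beforehand. That setting leaves *Smn1* ΔSkm mouse 1 with 1 myofiber, so it cannot decide the question.

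The MitoCarta genes called lower covered 33.4% of the difference in AFS-treated mice over the 218 called genes with values in every mouse. Selection of genes by the shared *Smn1* ΔSkm mice is argued against, since 100 simulations with AFS-treated equal to *Smn1* ΔSkm gave a mean of 5.11% and at most 10.1%, and with 2 *Smn1* ΔSkm mice for the calls and the remaining one for the AFS-treated difference 28.7%, 17.4% and 20.2% were covered. Scan day is argued against as the whole cause of the higher MitoCarta genes in AFS-treated mice. With scan day as a block the shift was 0.31 (camera, p = 1.6e-15), though it was 0.037 within day 1 and 0.38 within day 2. Day 1 minus day 2, the list differed by -0.24 in AFS-treated mouse 1 and by 0.018 in *Smn1* ΔSkm mouse 1. An effect of the day on the size of the shift is therefore not excluded. Slide stays open: with slide as a block the shift was 0.083 and no longer called. Only 1 slide holds both groups, with 1 array of each. Without subtracting the other genes, the MitoCarta genes called lower differed by 0.446 on that slide, against 0.456 over all mice. Within day 1 their difference was 0.398 and within day 2 it was 0.518. These genes were selected by the same *Smn1* ΔSkm mice and the slide value rests on 1 array of each group, so slide is not excluded. An effect of the AFS cells stays open because of the slide. Over all genes, the covariance of the AFS-treated minus *Smn1* ΔSkm differences with the Wt minus *Smn1* ΔSkm differences was 0.118, while the *Smn1* ΔSkm mice shared by both gave a mean of 0.0596 and at most 0.0641 in simulations. With separate *Smn1* ΔSkm myofibers it stayed between 0.0677 and 0.122, but these come from the same mice, so the bound set beforehand was wrong. With separate *Smn1* ΔSkm mice it was -0.10, 0.083 and 0.059, and the correlation over all mice, 0.342, lay below the simulated range of 0.373 to 0.424. The shared mice therefore stay open as the reason.

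No gene was called by limma between AFS-treated and *Smn1* ΔSkm mice (528 at an unadjusted p under 0.05, 27 with SAM on the myofibers). Too few mice could be a reason. In simulations with as many changed genes as between *Smn1* ΔSkm and Wt, 3689 of size 1.39, limma found 66.3%, but 0% when 200 genes were changed, so the answer depends on how many genes change and stays open.

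Probes of the same gene differed in direction between *Smn1* ΔSkm and Wt in part of 3940 pairs. The signal of the dimmer probe near the background may play a part, as 71.8% of the brighter and 65.0% of the dimmer pairs had the same sign, a difference of 6.80 points. *Cd68* was higher in *Smn1* ΔSkm than in Wt by 3.08 with the measured signal kept. Macrophages on the *Smn1* ΔSkm myofibers stay open. The 14 other macrophage markers rose by a mean of 0.36 (SD 0.831, median 0.061), 0.118 of the rise of *Cd68*, from -0.71 for *Lyz2* to 1.67 for *Tyrobp*, and 7 of them were lower. Only 6 of the 15 genes had values on enough arrays to be tested, so most of the markers lie near the background and the bound set beforehand on their mean was wrong. An effect of the genotype stays open as well.

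The other lists, *Smn1* ΔSkm against Wt relative to the other genes, had shifts of 0.83 for macrophages (camera, adjusted p = 0.248), 1.06 for fibroblasts (0.204), 0.45 for endothelial cells (0.697), 1.65 for erythrocytes (0.134, with 2 genes tested), -0.54 for regeneration (0.502), 0.21 for denervation (0.777), 0.15 for p53 targets (0.665), 0.72 for the transcription factors that the paper names (0.185), -0.23 for the genes of the blotted proteins (0.185) and -0.063 for the genes named in the text (0.450).

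Among transcripts of the blotted proteins, *Lamp1* was lower in *Smn1* ΔSkm by -1.19 (standard error 0.272, limma, adjusted p = 0.0227) and *Map1lc3a* by -1.14 (standard error 0.328, limma, adjusted p = 0.0421). All 3 *Smn1* ΔSkm mice lay below both Wt mice for both genes. Over the alternatives that kept all mice the adjusted p ranged up to 0.0960 for *Lamp1* and 0.215 for *Map1lc3a*. The call of *Lamp1* was lost without Wt mouse 1 (0.171), Wt mouse 2 (0.124) or *Smn1* ΔSkm mouse 2 (0.0573), and that of *Map1lc3a* without any mouse but *Smn1* ΔSkm mouse 1 (0.0660 to 0.299). Not called were *Ndufa9* (-0.69), *Sdha* (0.12), *Atp5a1* (-0.57), *Tomm20* (-0.40), *Sqstm1* (-0.022, which changed direction with the scaling), *Pink1* (-0.50), *Map1lc3b* (-0.71), *Lamp2* (-0.73) and *Eif2s1* (-0.81), with adjusted p between 0.103 and 0.970. Without *Smn1* ΔSkm mouse 1, *Lamp2* (-1.41, adjusted p = 0.0165) and *Eif2s1* (-1.15, 0.00786) were called, and with myofibers as replicates *Ndufa9*, *Atp5a1*, *Tomm20*, *Pink1*, *Map1lc3b* and *Eif2s1* were, with adjusted p between 0.00203 and 0.0323. With the mouse as a random block *Atp5a1* (0.0491), *Map1lc3b* (0.0486) and *Eif2s1* (0.0322) were called, and *Atp5a1* also with the intensity trend (0.0475).

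All 271 gene names of the 285 entries of Supplementary Table 4 are on the array. In the authors' table the highest r of each with the template was at least 0.700141. Of the 347 template genes here 130 are named in that table, which names 42 MitoCarta genes.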
